# Post-transcriptional Control of Tumor Cell Autonomous Metastatic Potential by CCR4-NOT Deadenylase CNOT7

**DOI:** 10.1371/journal.pgen.1005820

**Published:** 2016-01-25

**Authors:** Farhoud Faraji, Ying Hu, Howard H. Yang, Maxwell P. Lee, G. Sebastian Winkler, Markus Hafner, Kent W. Hunter

## Abstract

Accumulating evidence supports the role of an aberrant transcriptome as a driver of metastatic potential. Deadenylation is a general regulatory node for post-transcriptional control by microRNAs and other determinants of RNA stability. Previously, we demonstrated that the CCR4-NOT scaffold component *Cnot2* is an inherited metastasis susceptibility gene. In this study, using orthotopic metastasis assays and genetically engineered mouse models, we show that one of the enzymatic subunits of the CCR4-NOT complex, *Cnot7*, is also a metastasis modifying gene. We demonstrate that higher expression of *Cnot7* drives tumor cell autonomous metastatic potential, which requires its deadenylase activity. Furthermore, metastasis promotion by CNOT7 is dependent on interaction with CNOT1 and TOB1. CNOT7 ribonucleoprotein-immunoprecipitation (RIP) and integrated transcriptome wide analyses reveal that CNOT7-regulated transcripts are enriched for a tripartite 3’UTR motif bound by RNA-binding proteins known to complex with CNOT7, TOB1, and CNOT1. Collectively, our data support a model of CNOT7, TOB1, CNOT1, and RNA-binding proteins collectively exerting post-transcriptional control on a metastasis suppressive transcriptional program to drive tumor cell metastasis.

## Author Summary

The majority of human cancer related death is due to the effects of metastasis, the process of cancer dissemination to and growth in distant organs. Primarily due to its complexity, the metastatic process remains incompletely understood. This complexity stems from the tumor cell’s dependence on multiple cellular and molecular systems for the successful colonization of distant sites. In this study, we demonstrate that one of the factors that contributes to metastatic progression is the control of tumor cell RNA stability. Previously, we demonstrated that a structural component of the CCR4-NOT transcription regulatory complex was an inherited metastasis susceptibility gene. Here we demonstrate that one of the enzymatic components of the CCR-NOT complex, *Cnot7*, is also a metastasis-associated gene, and that enzymatic activity of *Cnot7* is required for its promotion of metastatic disease. These results suggest that large-scale control of RNA abundance may be modulating specific metastasis-related transcriptional programs, and that inhibition of specific RNA deadenylases may be a viable avenue in the development of anti-metastatic therapeutics.

## Introduction

Metastasis is a complex process in which tumor cells disseminate from the primary tumor site to form life-threatening lesions at distant sites. To successfully complete the metastatic process tumor cells must activate a series of molecular functions. These include motility and invasion to escape the primary site and penetrate the parenchyma at the secondary organ, anti-apoptotic programs to survive anoikis during transit through the lymphatic or hematic vasculature, and proliferative programs to establish clinically relevant macroscopic lesions [1]. Each of these programs requires the action of multiple genes in a coordinated fashion. As a result, control of transcriptional programs in the metastatic cascade has been the focus of many studies over the past decade. For example, activation of embryonic programs through up-regulation of transcription factors is thought to be important in the migratory and invasive steps of the metastatic cascade [2, 3]. Post-transcriptional control of metastasis-associated genes by microRNAs has also been the subject of a variety of studies [e.g. [4, 5]]. Activation or suppression of these pleiotropic factors, through mutation, amplification, or deletion, therefore plays critical roles in tumor evolution and progression.

In addition to activation or suppression of whole transcriptional programs, factors that significantly alter transcriptional units might also alter the ability of a tumor cell to complete one or more of the steps of the metastatic cascade. Studies in recent years have demonstrated an important role for inherited polymorphism in gene expression programs [6, 7] suggesting that inherited factors can significantly influence tumor phenotypes. Our laboratory previously demonstrated that inherited polymorphisms significantly influence metastatic outcome [8] and that inheritance plays a role in the establishment of transcriptional profiles that discriminate patient outcome [9]. More recently we have integrated gene expression analysis and susceptibility genetics studies to identify co-expressed transcriptional networks associated with metastatic disease. One such network was centered on *Cnot2*, a scaffolding component of the CCR4-NOT RNA deadenylase complex [10]. *In vivo* validation studies demonstrated that varying CNOT2 levels significantly influenced tumor metastatic capacity and implicated the CCR4-NOT complex as a novel determinant of tumor cell metastatic potential [10].

The CCR4-NOT complex is a modular, multifunctional protein complex highly conserved in eukarya [11]. Components of CCR4-NOT are found both in the nucleus and cytoplasm, and mediate transcriptional and post-transcriptional regulatory functions [12, 13]. In mammalian cells, CCR4-NOT has reported roles in epigenetically mediated transcriptional regulation [14], nuclear hormone receptor-mediated transcription [15], and initiation of transcript decay by deadenylation [16–18]. These observations suggest that the CCR4-NOT complex is a pleiotropic regulator of transcript abundance.

*Cnot2* depletion has been shown to disrupt CCR4-NOT deadenylase activity [19] which may be expected to alter metastasis-associated transcriptional programs. The absence of CNOT2 catalytic activity led us to hypothesize that other CCR4-NOT effector functions may drive metastasis. Moreover, the co-expression network analyses that identified *Cnot2* also implicated the CCR4-NOT deadenylase *Cnot8* and its binding partner *Tob1* as candidate metastasis driving genes [10], suggesting that CCR4-NOT deadenylase function may be an important determinant for metastatic progression.

Deadenylation, the progressive 3’-to-5’ shortening of the polyA tail, is a rate-limiting step of transcript destabilization [20]. Translational inhibition and transcript decay mediated by microRNAs [21], AU-rich elements [22], RNA binding proteins [23–25], and nonsense-mediated decay [26] occur through the recruitment of deadenylase complexes. The CCR4-NOT complex therefore plays an important role in maintaining mRNA equilibrium and coordinated control of transcriptional programs. We previously demonstrated that modulation of transcriptional elongation, mediated by *Brd4* [27], significantly altered the metastatic capacity of mammary tumor cells. In this study we extend these results by demonstrating that transcriptional decay, mediated by the deadenylation activity of *Cnot7* is also an important determinant in tumor progression. Our findings are consistent with the existence of post-transcriptional regulatory deadenylase complexes that promote metastasis by destabilizing metastasis suppressive transcriptional programs. Importantly, our work identifies CNOT7 deadenylase activity as a novel therapeutic target for anti-metastatic therapy.

## Results

### *Cnot7* depletion suppresses tumor cell autonomous metastatic capacity

Metastasis assays by orthotopic implantation were performed to test if perturbation of *Cnot7* or *Cnot8* expression alters metastatic capacity. *Cnot7* was knocked down in three independent murine mammary tumor cell lines [28, 29] by stable transduction of short hairpin RNAs (shRNAs), resulting in reductions of protein and transcript abundance (Fig 1). *Cnot8* was knocked down with the same method in 6DT1 and Mvt1 cells. After selection, transduced cells were implanted into the fourth mammary fat pad of syngeneic mice. At assay endpoint (t = 30 days), *Cnot8* knockdown did not produce consistent results between the tested cell lines (S1 Fig) and therefore was not included in further studies. *Cnot7* knockdown consistently reduced pulmonary metastasis without significant effect on primary tumor mass *in vivo* (Fig 1).

**Fig 1:**
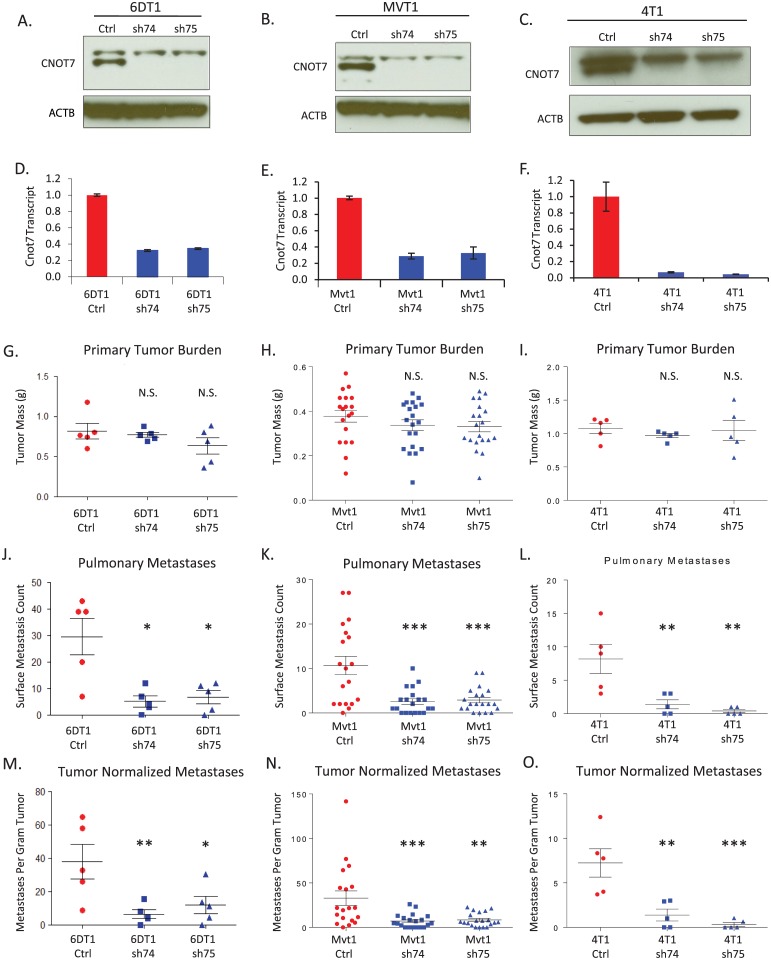
Results of *Cnot7* knockdown experiments for the cell lines 6DT1, Mvt1, and 4T1. Characterization of shRNA knockdowns at the protein (A-C) and mRNA (D-F) levels are shown across the top of the figure. The upper band in the western blots is a non-specific band that appears with some batches of α-CNOT7 antibody. The mass of orthotopically implanted tumors at necropsy is displayed in panels G, H, and I. The number of macroscopic pulmonary surface metastases at necropsy for each cell line is presented in panels J, K, and L. The number of macroscopic pulmonary surface metastases after normalization for primary tumor burden is displayed in panels M, N, and O. N.S. = not significantly different. * = p< 0.05; ** = p<0.01; *** = p<0.001.

To validate these results in an independent experimental system we next assessed the effect of diminished *Cnot7* expression in an autochthonous transgene-driven metastasis model. The MMTV-PyMT transgenic mammary tumor model [30] was bred to *Cnot7* hemizygous knockout [31] mice to produce PyMT^+^ *Cnot7*^+/-^ and PyMT^+^ *Cnot7* wild type mice (Fig 2A). Quantitative real time polymerase chain reaction analysis confirmed that *Cnot7*^*+/-*^ mice expressed *Cnot7* transcript approximately two-fold lower than wildtype mice in the spleen and tumor (Fig 2B & 2C). Consistent with observations in the orthotopic metastasis model, deletion of one copy of *Cnot7* significantly reduced the metastatic incidence and burden with no effect on primary tumor mass (Fig 2D–2F).

**Fig 2:**
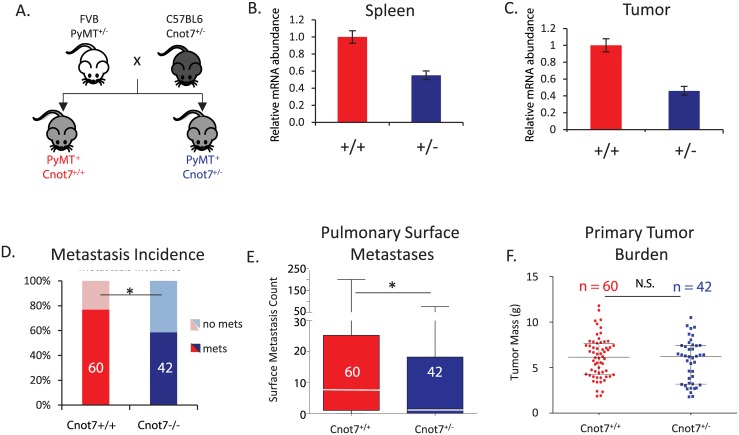
(A) Design of the MMTV-PyMT x *Cnot7* knockout mouse cross experiment. (B) Relative expression of *Cnot7* mRNA in the spleens of control and heterozygous knockout animals. (C) Relative expression of *Cnot7* mRNA in bulk primary tumors of control and heterozygous knockout animals. (D) Incidence of macroscopic pulmonary metastases (mets) for the PyMT^+^ *Cnot7*^*+/+*^ and PyMT^+^ *Cnot7*^*+/-*^ animals. The number of animals in each group is indicated by the numbers in the histogram bars. (E) Mean number and standard deviation of metastases observed for the PyMT^+^ *Cnot7*^*+/+*^ and PyMT^+^ *Cnot7*^*+/-*^ animals. Median values for each genotype are indicated by white line across the histogram bar. (F) Total tumor mass for the PyMT^+^ *Cnot7*^*+/+*^ and PyMT^+^ *Cnot7*^*+/-*^ animals. N.S. = not significantly different. * = p< 0.05.

To test if reduction of *Cnot7* expression in the stroma influenced metastasis, we then crossed C57BL/6J *Cnot7*^+/-^ to FVB/NJ or Balb/cJ mice to generate *Cnot7*^+/-^ and *Cnot7*^+/+^ mice that are immune-tolerant to the FVB- or BALB-derived tumor cells, respectively (Fig 3A). Wild type tumor cells were then orthotopically implanted into *Cnot7*^+/-^ and *Cnot7*^+/+^ mice and animals were aged for 28 days prior to necropsy. No consistent difference in tumor mass or metastasis was observed (Fig 3B–3J) suggesting the primary role of *Cnot7* in metastatic progression is tumor cell-autonomous.

**Fig 3:**
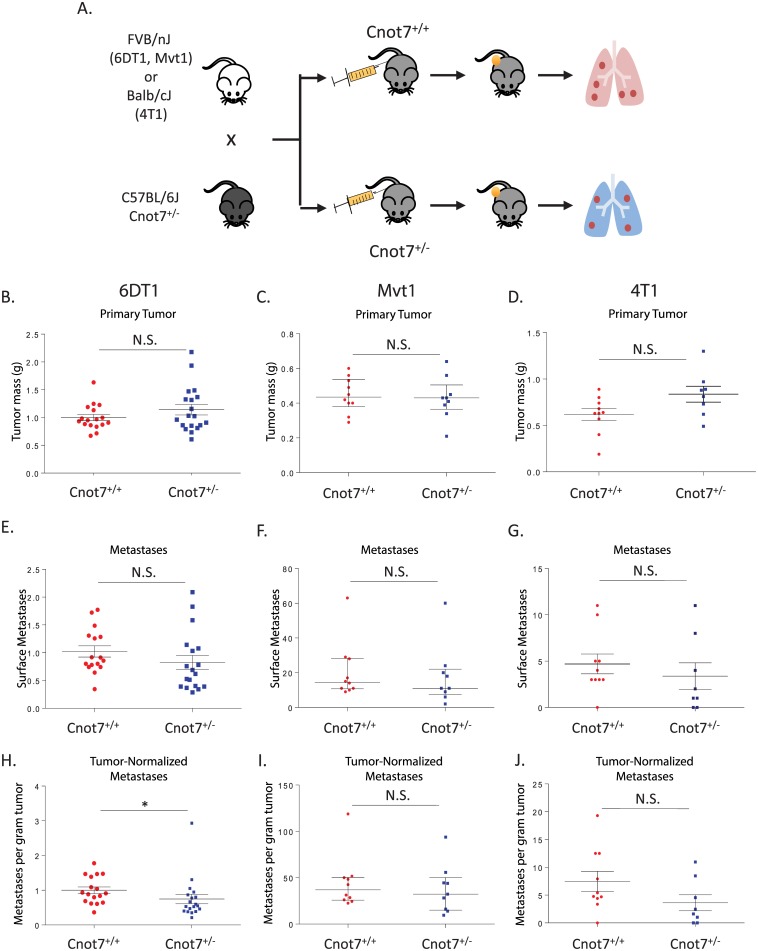
Design of the orthotopic implantation assays to test for stromal effects of *Cnot7* knockdown (A). Dot plots showing the primary tumor mass of each animal are shown for the cell lines 6TD1 (B), Mvt1 (C) and 4T1 (D). Surface pulmonary metastasis counts for each cell line are displayed in panels E, F, and G. Metastasis counts after normalization by primary tumor burden are displayed in panels H, I, and J. N.S. = not significantly different. * = p< 0.05.

Tumor cell colonization of distant organs is thought to be the rate-limiting step of the metastatic cascade [32, 33]. Lung colonization assays were therefore performed by intravenous injection of *Cnot7*-depleted tumor cells into the tail vein of mice (Fig 4A). Three of four *Cnot7* knockdown conditions resulted in significant suppression of lung colonization (Fig 4B–4D). Cross-sectional area of metastatic lesions was subsequently measured in hematoxylin and eosin (H&E) stained lung sections to determine if differences in colonization occurred secondary to proliferative differences. No difference in metastatic size between control and *Cnot7*-depleted cells was observed for either 6DT1 or 4T1 cells (Fig 4E & 4F). These results are consistent with a role of *Cnot7* promoting early stages of lung colonization in a proliferation-independent manner.

**Fig 4:**
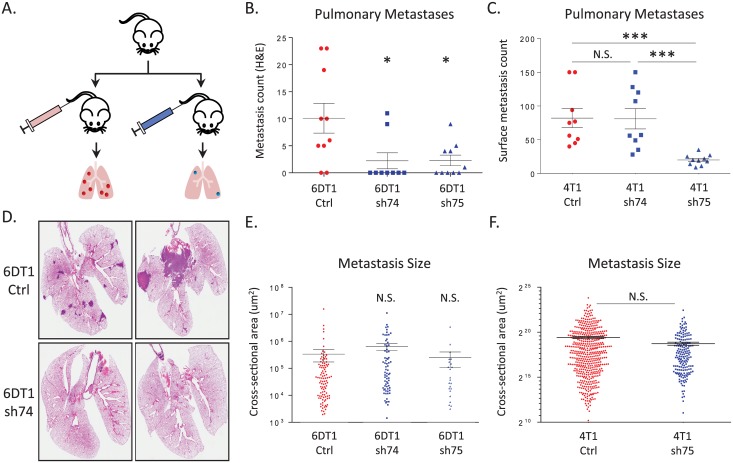
(A) Schematic of the experimental metastasis assay. Surface pulmonary metastases counts for 6DT1 are displayed in (B) and in (C) for 4T1. D) Representative H&E stained lung sections are shown for the 6DT1 experiment. Relative metastasis size is indicated in panel (E) for 6DT1 and (F) for 4T1. N.S. = not significantly different. * = p< 0.05; *** = p< 0.001.

### *In vitro* analysis of the effect of *Cnot7* depletion

To investigate the potential cellular mechanisms underlying the suppression of metastatic capacity upon *Cnot7* depletion proliferation, motility, and colony formation in low attachment conditions were assessed. *Cnot7* depletion resulted in a consistent reduction of cellular proliferation in all three cell lines tested (S2 Fig) although, as noted above, this proliferative suppression was not observed in the *in vivo* orthotopic implantation assays.

Motility assays were performed on *Cnot7* depleted 6DT1 and Mvt1 cells. *Cnot7* knockdown in Mvt1 cells resulted in a reduced motility in a wound healing assay. In contrast, *Cnot7* knockdown in 6DT1 using the same shRNA constructs showed no consistent difference in motility as measured by wound healing assay (S2 Fig). Similar discrepancies across cell lines were observed in soft agar assays, where *Cnot7* depletion in 6DT1 resulted in significant reduction of colony formation while no difference was observed in Mvt1 cells (S2 Fig). Due to the lack of consistency among the *in vitro* assays, wound healing and soft agar assays were not performed for 4T1 *Cnot7* depleted cell lines. Overall the ambiguous results of the *in vitro* assays suggested that further investigations into the mechanisms of the role of *Cnot7* in metastatic disease would be best examined *in vivo*. Further efforts therefore focused on metastatic capacity based on orthotopic transplant assays.

### *Cnot7*-mediated metastasis promotion is dependent on its deadenylase activity

The CCR4-NOT complex has been implicated in multiple cellular functions, including RNA deadenylation and degradation as well as transcriptional control [12]. To determine whether *CNOT7*-mediated metastasis promotion was deadenylase-dependent, we stably expressed the wild type and a deadenylase-inactive point mutant (D40A) [34–36] in mammary tumor cell lines. Transduced cultures were selected for approximately equal expression of CNOT7 and D40A protein (Fig 5A–5C), and used for *in vivo* orthotopic transplant assays.

**Fig 5:**
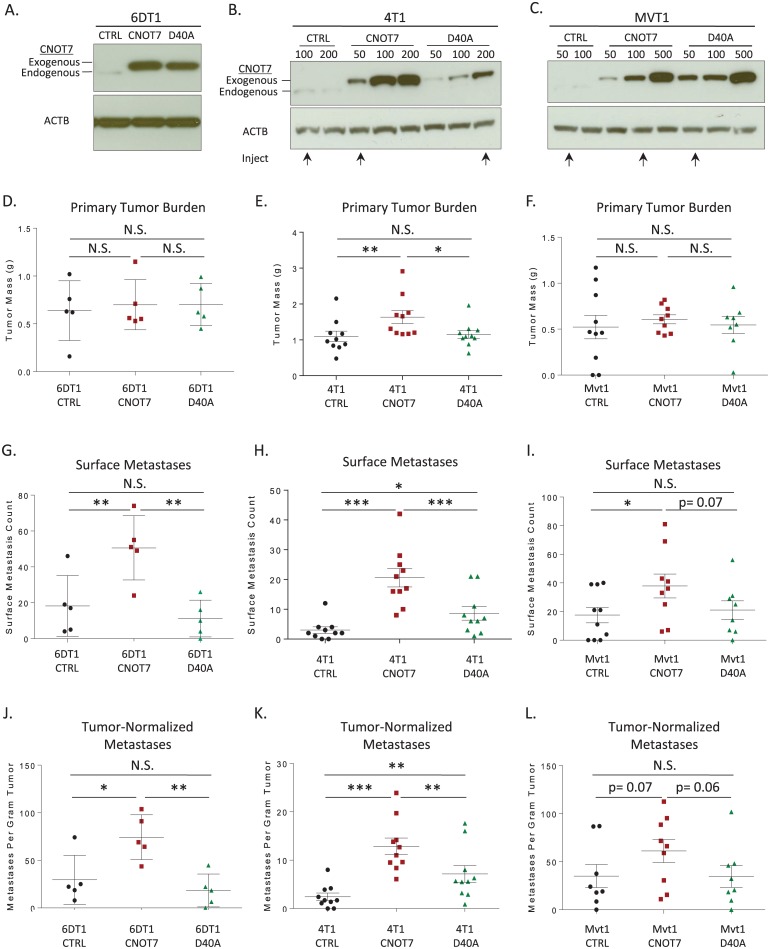
Western blots showing the relative expression of exogenously expressed CNOT7 and the D40A mutant in 6DT1 (A), 4T1 (B) and Mvt1 (C). The ectopically expressed CNOT7 migrates slightly higher than the endogenous band due to the addition of the FLAG epitope tag. The cell lines injected for 4T1 and Mvt1 experiments are indicated below the panels by arrows. Primary tumor burden for the CNOT7 or D40A mutant cell lines are indicated in panels D-F. Surface pulmonary metastases (G-I) and metastases normalized for primary tumor mass (J-L) are displayed on the last two rows of the figure. N.S. = not significantly different. * = p< 0.05; ** = p< 0.01; *** = p< 0.001.

Ectopic expression of CNOT7 or the D40A mutant showed no differences in primary tumor mass in Mvt1 or 6DT1 cells (Fig 5D & 5F). However, CNOT7 but not D40A significantly promoted metastatic burden for 6DT1 and Mvt1 (Fig 5G, 5I, 5J and 5L). In 4T1 cells, a statistically significant increase in tumor mass was observed for *CNOT7* but not for D40A expressing cells (Fig 5E). Normalization of metastatic burden by tumor mass to account for difference in primary tumor growth still resulted in a significant difference in metastatic capacity for *CNOT7* expressing 6DT1 or 4T1 cells and borderline significance in Mvt1 cells. Furthermore, although the 4T1 D40A expressing cells exhibited increased metastasis compared to control, a significant reduction of metastatic capacity was observed compared to *CNOT7*-wild type expressing cells (Fig 5H and 5K). Overall these results are consistent with a major role of the deadenylase function of *CNOT7* in modulating metastatic capacity of mammary tumor cell lines.

### CNOT7 modulation of metastasis requires interaction with the CCR4-NOT-associated adaptor proteins TOB1 and CNOT1

CNOT7 is a non-specific RNA-binding deadenylase protein [35]. Specificity for transcripts is mediated by sequence specific RNA binding proteins that interact with the CCR4-NOT complex. TOB1 is an adaptor protein that recruits CNOT7 to specific RNA-binding proteins, while CNOT1 is a scaffolding protein for the CCR4-NOT complex [37, 38] (Fig 6A and 6B). Previous work from our laboratory found that *Tob1* expression was correlated with metastasis in the [PyMT x AKXDn]F1 mice [10] (Fig 6C). In addition, human breast cancer datasets–available through the Gene expression-based Outcome for Breast cancer Online (GOBO) database, an expression array-based meta-analysis data set of 1,881 breast cancer patients [39]–also showed that high expression of either *TOB1* or *CNOT1* correlated with poor survival (Fig 6D & 6E). Furthermore TOB1 has previously been associated with poor distant metastasis free survival in breast cancer patients [40].

**Fig 6:**
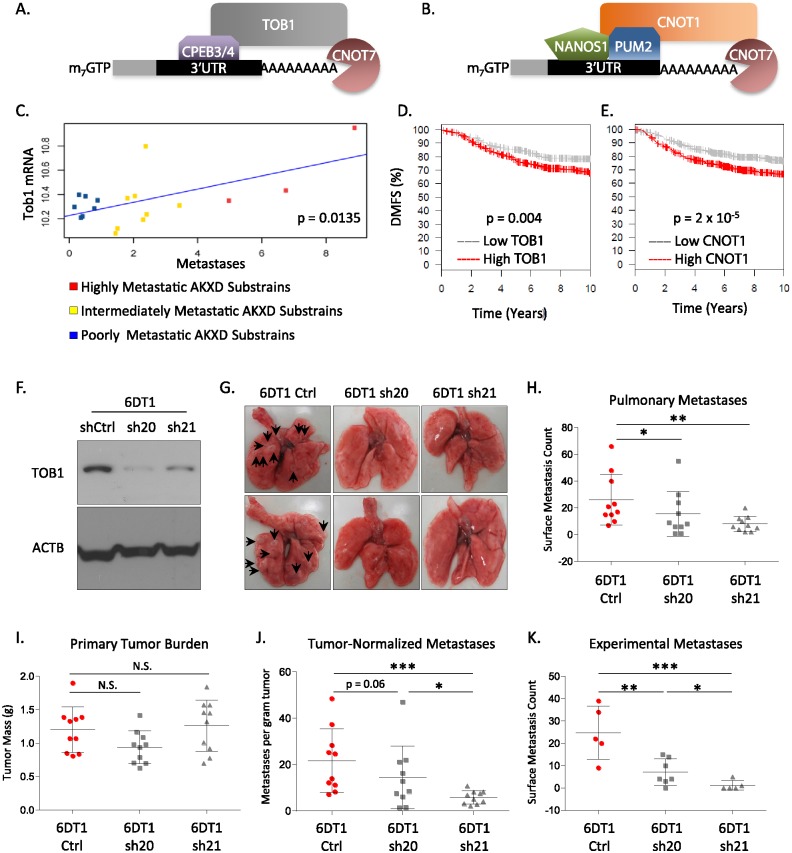
Schematic models of mRNA recruitment to CNOT7 by TOB1 (A) or CNOT1 (B). Correlation plot of *Tob1* expression levels with metastatic capacity in the AKXD recombinant inbred mouse panel (C). Kaplan-Meier analysis of the expression of *TOB1* (D) or *CNOT1* (E) and distant metastasis free survival (DMFS) in the GOBO meta-dataset. Western blot demonstrating the reduction of TOB1 mRNA levels by shRNA knockdown (F). Representative whole mounts of lungs from the *Tob1* knockdown spontaneous metastasis assay (G). Dot plots for surface pulmonary metastases from the *Tob1* knockdown spontaneous metastasis assay (H). Primary tumor burden for the orthotopically implanted tumors in the *Tob1* knockdown assay (I). Surface pulmonary metastases for the *Tob1* knockdowns after normalization by primary tumor weight (J). Dot plots of pulmonary metastases for the experimental tail vein injection assay (K). N.S. = not significantly different. * = p< 0.05; ** = p< 0.01; *** = p< 0.001.

Orthotopic metastasis assays were conducted to test the role of the CCR4-NOT adaptor proteins in metastatic disease. Attempts to generate stable *Cnot1* knockdown cells were unsuccessful and therefore orthotopic assays were not performed. *Tob1* knockdown in 6DT1 cells (Fig 6F) showed diminished metastasis with no effect on primary tumor mass (Fig 6G–6J). Experimental metastasis assays showed that *Tob1* knockdown suppressed lung colonization of 6DT1 cells (Fig 6K), consistent with *Tob1* acting at the same stage of the invasion-metastasis cascade as *Cnot7*. In 4T1 cells, *Tob1* knockdown suppressed tumor mass and pulmonary metastasis (S3 Fig). Significant suppression of metastasis was observed after normalizing by tumor mass, consistent with an effect other than just on tumor growth (S3 Fig).

To test if CNOT7-mediated metastasis promotion was dependent on a complex with TOB1 or CNOT1, we constructed expression vectors of *CNOT7* mutants that disrupted interaction with TOB1 or CNOT1. CNOT7 E247A/Y260A mutations have previously been shown to disrupt interaction with BTG/TOB family proteins but maintain interaction to CNOT1 [36]. Conversely, CNOT7 M141R substitution abolishes complex formation between CNOT7 and CNOT1 [34], but interaction with TOB1 has not previously been assessed. Co-immunoprecipitation (IP) experiments were therefore performed to address this question. As expected, IP of CNOT7 E247A/Y260A but CNOT7 M141R co-precipitated CNOT1. In contrast, the CNOT7 M141R mutant retained the ability to co-precipitate TOB1 but no longer interacted with CNOT1 (Fig 7A & 7B), indicating that the two mutant constructs specifically disrupted interaction with the TOB1 or CNOT1 adaptor proteins.

**Fig 7:**
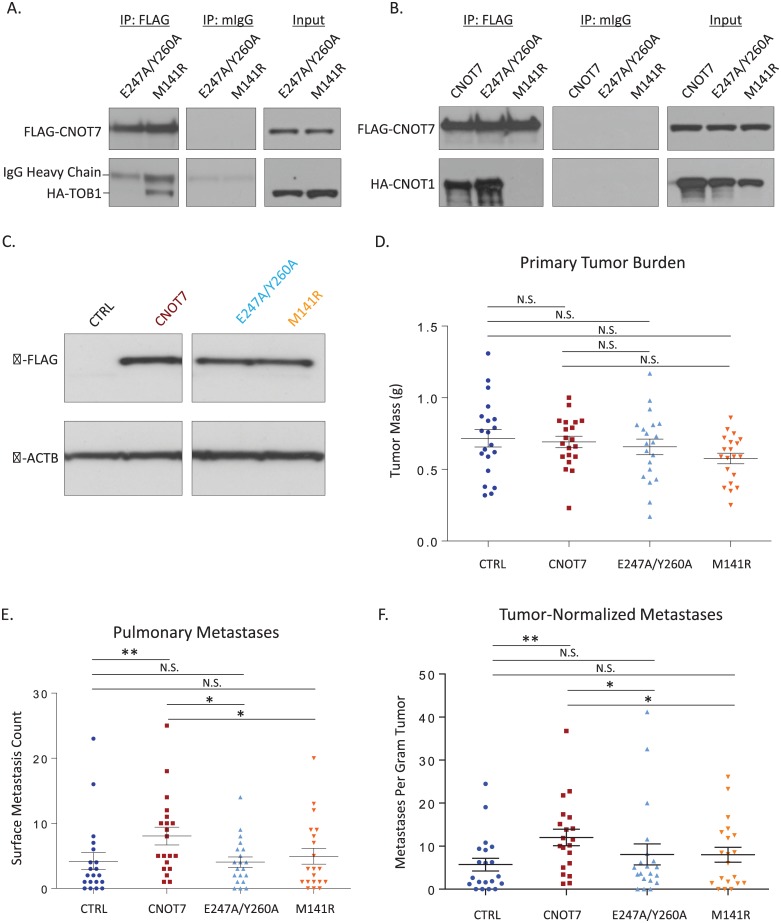
Co-immunoprecipitation of the *Cnot7* mutants confirming the specific disruption of interaction with TOB1 by the E247A/Y260A mutant (A). Co-immunoprecipitation of the *Cnot7* mutants confirming the specific disruption of interaction with CNOT1 by the M141R mutant (B). Western blot confirming the equal expression of *Cnot7* constructs in cells used for spontaneous metastasis assays (C). Dot plot of the primary tumor mass for *Cnot7* wildtype and mutant cells orthotopically implanted into mice (D). Surface metastasis plot results of orthotopically implanted 4T1 cells expressing mutant *Cnot7* constructs (E). Dot plot of the surface pulmonary metastasis count for orthotopically constructs normalized for primary tumor burden (F).

*CNOT7* and the mutant constructs were then expressed in 4T1 cells to achieve equal levels of CNOT7, CNOT7 E247A/Y260A, and CNOT7 M141R protein (Fig 7C) and the cells were then implanted orthotopically into mice. No significant changes in the rate of tumor growth or primary tumor mass at endpoint were observed (Fig 7D). Consistent with previous observations, overexpression of CNOT7 promoted tumor cell metastatic potential but expression of CNOT7 E247A/Y260A or CNOT7 M141R showed no change in metastasis compared to control (Fig 7E and 7F). These results indicate that CNOT7-mediated metastasis promotion depends on contact with both TOB1 and CNOT1.

### *Cnot7* inversely-regulated transcripts are enriched for specific RNA binding motifs

The above results suggest that *Cnot7* mediates its effect on metastasis by modulating the RNA equilibrium. Therefore, to gain a better idea of the global gene expression program affected by *Cnot7*, we identified mRNAs that exhibited an inverse relationship with *Cnot7* expression in 4T1 cells in which *Cnot7* was knocked down or over-expressed. Array-based transcriptome analysis yielded 842 significantly dysregulated transcripts (p<0.01, S1 Table). Of these, 514 transcripts were upregulated upon *Cnot7* knockdown and down-regulated upon *CNOT7* overexpression (t<0, S1 Table; *Cnot7*-anticorrelated transcripts). 3’ untranslated regions (3’UTRs) were then interrogated for known consensus RNA-binding protein (RBP) sequence motifs enriched in the *Cnot7* inversely-correlated transcripts (S4 Fig). The inversely correlated transcripts showed enrichment for the cytoplasmic polyadenylation element (CPE) [41], Pumilio binding element (PUM) [42], Nanos response elements (NRE) [43], and cleavage and polyadenylation stimulation factor binding element (CPSF) [44]. In contrast neither permissive (AUUUA) nor stringent (UUAUUUAUU) AU-rich elements (ARE) [45] were found to be enriched indicating that, in 4T1 cells, *Cnot7* preferentially mediates the degradation of a specific subset of mRNAs (S4 Fig).

### RIP-Seq identifies a prognostic set of mRNAs directly regulated by *Cnot7*

To identify transcripts directly regulated by CNOT7, RNA-immunoprecipitation was performed using the anti-FLAG (M2) antibody in 4T1 cells overexpressing FLAG-CNOT7. Co-precipitated RNA was subjected to high throughput sequencing (RIP-seq). 

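RNA was sequenced from 4T1 cells, a mouse mammary carcinoma cell line, that carried the empty vector, FLAG-CNOT7 or the mutant constructs D40A, E247A/Y260A and M141R. The RNA precipitated with the anti-FLAG antibody (RIP) and the RNA of the lysate (input) were each sequenced, giving 24 RIP and 24 input libraries in 10 groups. Each group held 5 replicates, except D40A RIP and D40A input with 4 each. The authors deposited the number of reads counted on each of 26899 genes, without normalization, under Ensembl identifiers. The libraries were made with a directional kit. The paper's text does not name the aligner, the genome build, the gene annotation or the strand used for counting. The counts of genes that overlap on opposite strands are therefore uncertain. Over the 24 inputs together Actb had 298 counts and Gapdh 85, named after their values were seen. Counting on the strand opposite to the transcript is a candidate explanation. If reads were counted this way, genes without an overlap would lack their own reads too, and counts may not measure the named transcripts. Of the identifiers, 26555 were found in GENCODE M21, the annotation of GRCm38 from which gene positions and 3'UTRs are taken here. Total counts per library ranged from 1484364 to 3581483 (median 2979343) in CNOT7 RIP and from 2219466 to 4058800 (median 3193282) in vector RIP. They were lower in the lysates, from 337861 to 826768 (median 467473) in CNOT7 input and from 425297 to 647077 (median 544815) in vector input. Every pair of replicates differed by more than the sampling noise (lowest chi-square per degree of freedom 4.98). The groups were compared with edgeR's quasi-likelihood test after TMM normalization, over the 4880 genes that passed edgeR's filter on low counts in the 20 libraries of CNOT7 and vector cells. In simulated counts with the same means and library sizes, this test recovered 0% of 200 genes seeded with a 2-fold difference between the RIP groups, 24% at 4-fold and 77% at 8-fold. Among genes with a mean of 10 or more counts in the RIP libraries, 0% were recovered at 2-fold, 68.5% at 4-fold and 98% at 8-fold.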

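Most of the precipitated counts fell on a few genes. The 13 genes with the most RIP counts, a number chosen after the counts were seen, held 97.5% ± 0.54 of the counts in CNOT7 RIP and 97.8% ± 0.49 in vector RIP (SD, n = 5 libraries each). In the lysates the same genes held 12.0% ± 6.67 of the counts in CNOT7 input and 14.6% ± 4.32 in vector input (SD, n = 5 each). Most of this input share was on the model listed as Galnt2, with 10.7% of all inputs on average and 0.70% of all RIP libraries. Outside the 13 genes, Ccdc107, named after its values were seen, held from 3.06% (vector input replicate 8) to 37.0% (CNOT7 input replicate 10) of an input. ENSMUSG00000045999, an identifier that GENCODE M21 does not list, alone held 61.3% ± 2.69 of CNOT7 RIP and 62.1% ± 3.06 of vector RIP counts, a difference within the replicate spread (two-sided exact permutation test, p = 0.683). Outside the 13 genes, between 50116 and 76969 counts per library were left in CNOT7 RIP and between 56269 and 81280 in vector RIP, against 295699 to 737629 in CNOT7 input and 371878 to 574490 in vector input. The TMM factors ranged from 0.142 to 0.292 in the RIP libraries and from 4.42 to 6.17 in the inputs.

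**Figure D1:**
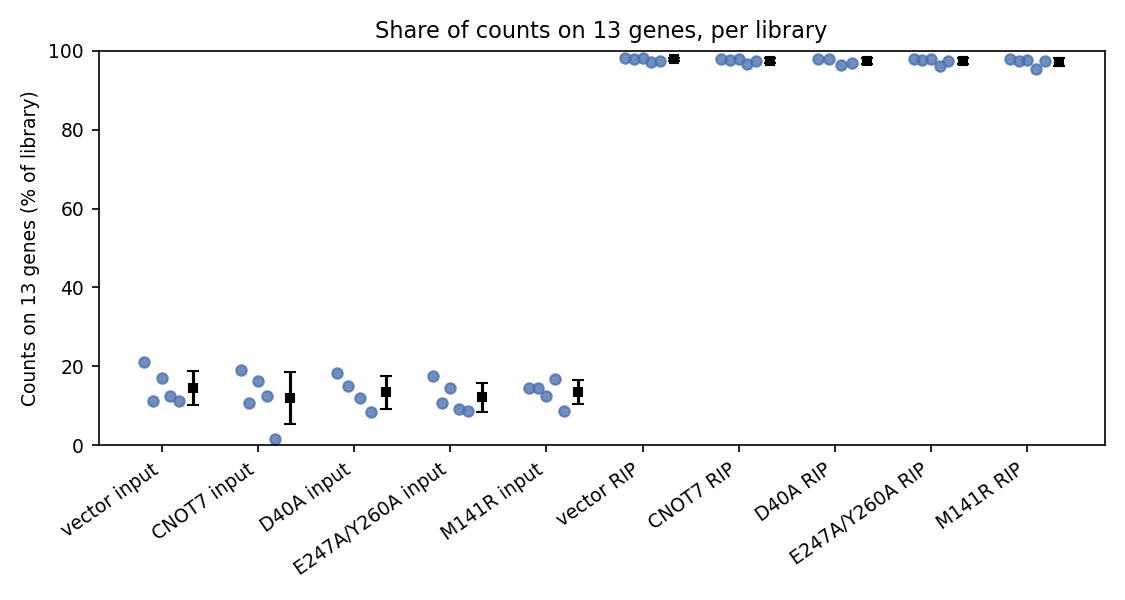
Share of each library's counts that fell on the 13 genes with the most RIP counts, in percent, for the 10 groups. Circles are libraries and black squares with bars are means and SD; the 24 RIP libraries lie between 95.4% and 98.2% and the 24 inputs between 1.59%, in CNOT7 input replicate 10, and 21.1%.

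The transduced construct is a human CNOT7 cDNA. Counts on mouse Cnot7 (ENSMUSG00000031601, chromosome 8 from 40492540 to 40515847, minus strand, GRCm38) did not separate the cells that carried the construct. Cnot7 overlaps Zdhhc2 on the opposite strand, so its counts are uncertain. Whether reads of the human construct were counted on mouse Cnot7 depends on the alignment, which the paper's text does not name. The tests of Cnot7 therefore cannot show whether the construct was expressed. They also did not pair libraries by replicate number. In the inputs Cnot7 was at a log2 CPM of 6.73 ± 1.53 with CNOT7 and 7.27 ± 0.26 with the vector (SD, n = 5 each; two-sided exact permutation test, p = 0.595, adjusted p = 0.929 over 8 tests). In the RIP libraries it was at 1.16 ± 0.32 with CNOT7 and 0.90 ± 0.46 with the vector (SD, n = 5 each; exact permutation p = 0.341, adjusted p = 0.929), from 3 to 10 counts per CNOT7 RIP library and from 2 to 9 per vector RIP library. Each mutant against the vector had the same adjusted p, 0.929, in both kinds of library. In CNOT7 input replicate 10 Cnot7 was at 17.4 CPM (6 counts), against 91.8 to 303.8 CPM in the other CNOT7 inputs. The lower mean of the CNOT7 inputs depends on that library.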

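Against the CNOT7 input, 68 genes were higher and 368 lower in CNOT7 RIP (adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This split moved with the scaling: DESeq2's size factors gave 210 higher and 184 lower, and library size alone gave 20 higher and 4844 lower. The median log2 ratio of all genes tested was −0.65, −0.26 and −5.11 under the 3 scalings, so ratios between RIP and input are relative to these values. With the replicate number as a block, 135 genes were higher and 694 lower. Without any 1 of the 5 CNOT7 RIP libraries, from 172 (without replicate 7) to 230 (without replicate 10) genes were lower. The filter on low counts was rerun in each fit, so the genes tested changed too. There were 4283 without CNOT7 RIP replicate 7 and 6245 without vector input replicate 6, against 4880 with all libraries. Part of the shifts without a library may come from this. Fewer genes were higher without CNOT7 RIP replicate 7 (39), CNOT7 RIP replicate 9 (42) or CNOT7 input replicate 8 (44). In vector cells, which lack FLAG-CNOT7, 67 genes were higher and 362 lower in the RIP than in the input. Here too the split moved, to 166 and 175 with DESeq2, 20 and 4854 with library size alone and 136 and 792 with the replicate block. Without vector RIP replicate 6, 7, 8 or 9 the number lower was 135, 156, 158 or 222, and without vector input replicate 6 it was 573. Of the genes higher in the RIP, 44 were shared by CNOT7 and vector cells, as were 200 of those lower. Across the 4880 genes, which are not independent replicates, the log2 ratios of RIP to input in CNOT7 and in vector cells had a correlation of 0.71.
In the comparison of CNOT7 RIP with vector RIP, 0 genes were higher and 0 lower at the same threshold, and 87 were higher and 44 lower at an unadjusted p under 0.05. The latter numbers moved with the scaling, to 129 and 25 with library size alone and 63 and 29 with DESeq2. With TMM they also moved with single libraries. Higher genes ranged from 45 (without CNOT7 RIP replicate 10, with 58 lower) to 111 (without vector RIP replicate 9, with 35 lower) over the fits that left out a RIP library. Without vector RIP replicate 6 the balance also reversed, to 46 and 56, and without CNOT7 input replicate 10 it was 123 and 71. The ratio of RIP to input differed between CNOT7 and vector cells for 0 genes in either direction. At an unadjusted p under 0.05, 114 were higher and 18 lower with library size alone, and 53 and 22 with DESeq2. With TMM there were 80 higher and 41 lower. With a library left out, these ranged from 41 higher (without vector RIP replicate 6, with 48 lower) to 136 (without vector input replicate 6) and from 28 lower (without CNOT7 RIP replicate 8 or vector RIP replicate 10) to 75 (without vector input replicate 10). No gene was higher in CNOT7 RIP than both its input and the vector RIP. At an unadjusted p under 0.05 in both comparisons there were 4, named after their values were seen: Dscam, Plcb4, Prkag2 and Ppp1r12b, of which only Ppp1r12b is in S2 Table.
All 149 genes of S2 Table are in the count table and 29 of them had enough counts to be tested. The study chose this list on these libraries, so its values are not independent evidence. None of the 29 was higher in CNOT7 RIP than in both controls. Adjusted over the list alone, 0 were higher than in the CNOT7 input (5 at an unadjusted p under 0.05: Magi1, Polr1e, Ppp1r12b, Qtrtd1 and Tenm2), 0 higher than in the vector RIP (3: Acaca, Ppp1r12b and Tmcc3) and 0 higher in the ratio of RIP to input (11 at an unadjusted p under 0.05). As a group they did stand apart. Their median log2 fold change was 0.96 over the input, where random lists of equal size and expression had a median of −0.63, and 0.95 over the vector RIP, where random lists had 0.00 and 29 of the 29 genes were positive. The median difference between the ratios of RIP to input was 1.68. Each of these medians lay beyond all 10000 random lists (adjusted p = 0.00036 over 20 list tests from p = 0.0002, the smallest that 10000 lists can give in a two-sided permutation test). With library size alone, the median over the input was −3.51. Of the 29, 8 had at most 3 counts in every CNOT7 and vector RIP library and have no fold, and 10 were at most 3 in 1 of the groups. With the latter at the bound that 3 counts set, the median over the vector RIP was 0.18 (21 genes). Over the input, 8 of the 29 were at most 3 in 1 of the groups, and the median at the bounds was 1.17. limma's camera, with a preset correlation of 0.01, gave adjusted p = 1.02e-09 over the input, 5.39e-14 over the vector RIP and 3.88e-27 for the ratio. With an estimated correlation camera's unadjusted p were 0.0424, 0.0173 and 0.00132 (adjusted p = 0.0771, 0.0495 and 0.0132). With fry the unadjusted p were 0.0216, 0.0636 and 0.00902 (adjusted p = 0.0916, 0.116 and 0.0902). After adjustment 2 of the 3 calls held with the estimated correlation and 0 with fry.
In mean CPM by library size, 148 of the 149 genes were higher in CNOT7 RIP than in vector RIP, against 42.6% of the other genes. In the lysates 149 of 149 were lower in CNOT7 input than in vector input, against 43.0% of the others. Only 12 were higher in CNOT7 RIP than in CNOT7 input, against 5.75% of the others. After TMM normalization 148 were, against 36.3% of the others. The tested 29 had a median log2 fold change of −0.67 between the inputs (random lists −0.03; p = 0.0002, adjusted p = 0.00036, the same permutation test), with 0 lower genes adjusted over the list alone and 1, Sorbs2, lower at an unadjusted p under 0.05. Camera gave an adjusted p of 1.42e-14 with the preset and 0.0495 with the estimated correlation, and fry 0.102 (unadjusted p = 0.0356).

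**Figure D2:**
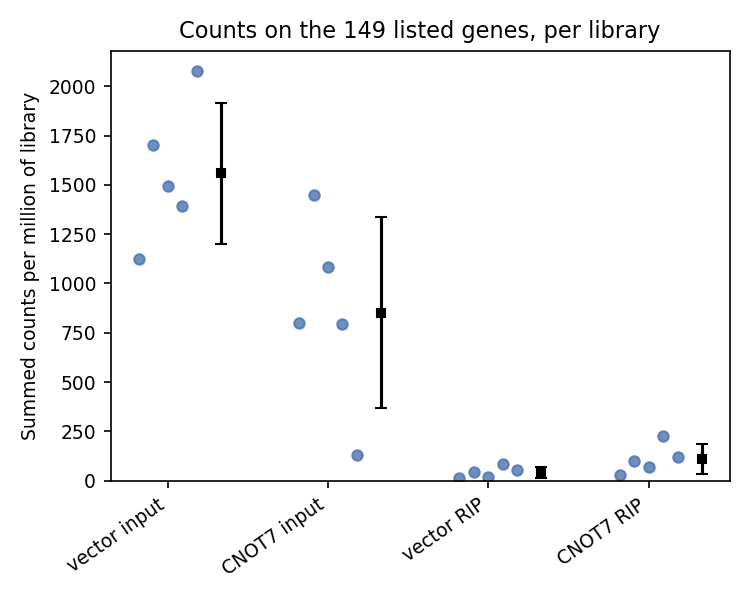
Counts on the 149 genes of S2 Table, summed per library and given as CPM, in the inputs and RIP libraries of vector and CNOT7 cells. Circles are libraries and black squares with bars are means and SD (n = 5 each): 1558 ± 357 in vector input, 851 ± 485 in CNOT7 input, 42.1 ± 28.9 in vector RIP and 109 ± 74.0 in CNOT7 RIP. The RIP groups overlap, but within each replicate number CNOT7 RIP is higher, in 5 of 5 pairs.

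Libraries with the same replicate number vary together. Paired by it, the summed CPM of the 149 genes was higher in CNOT7 RIP than in vector RIP in 5 of 5 pairs, by a log2 ratio of 1.08 to 2.01, and lower in CNOT7 input than in vector input in 5 of 5, by −0.23 to −4.02 (exact sign-flip permutation p = 0.0625 each, the smallest that 5 pairs can give). With the replicate number as a block, fry gave adjusted p = 0.106 over the input, 0.134 over the vector RIP, 0.106 for the ratio and 0.106 between the inputs. These paired tests were added after the data were examined. Per library, the 149 genes together had 105 to 336 counts in CNOT7 RIP and 45 to 189 in vector RIP. A gene had no count in 29.8% of gene and library pairs in CNOT7 RIP and in 65.8% in vector RIP. In the RIP groups of both cells, 104 of the 149 had at most 3 counts in every library, too few for a fold. Among the genes of the CCR4-NOT complex and its partners, the log2 fold change of CNOT7 RIP over vector RIP was −0.00 for Cnot7 (standard error 0.57) and −0.20 for Cpeb3 (standard error 0.47), each with adjusted p = 1.0 from edgeR's quasi-likelihood test. Cnot1 had 1 to 6 counts in CNOT7 RIP and at most 3 in vector RIP, where 3 counts allow a log2 fold change of at least 0.01. Cnot2, Cnot3, Cnot6, Cnot6l, Tob1, Cpeb4, Nanos1 and Pum2 had at most 3 counts in every library of both groups and Cnot8 at most 4. Differences in these genes were therefore not detectable. Tob1 had 1 count over the CNOT7 inputs together and 1 over the vector inputs, although the paper measured its mRNA in 4T1 cells. Depth, abundance and the strand counted were not told apart as reasons for the low counts.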

149 transcripts showed enrichment relative to input and control (M2 RIP in 4T1 empty vector cells not expressing FLAG-CNOT7) and showed an inverse correlation with *Cnot7* expression (Fig 8A). These transcripts showed 3’UTR enrichment for CPE, CPSF, and NRE sites (Fig 8B). 

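The motifs were searched in the longest annotated 3'UTR of each gene, with the sequences that Fig 8B gives: UGUA for the NRE, AAUAAA for the CPSF site and UUUUAU for the CPE. Of the 149 genes, 146 have a 3'UTR in GENCODE M21, as do 21006 protein-coding genes in all. The NRE occurred in 138 of the 146 genes, where 10000 random lists of 146 genes held 124.88 ± 4.24 on average (SD between lists; one-sided permutation p = 0.0005, adjusted p = 0.001 over 6 motif tests). The CPE occurred in 97, against 75.31 ± 6.05 (p = 0.0003, adjusted p = 0.0009, the same permutation test). The CPSF site occurred in 116, against 116.93 ± 4.80 (permutation p = 0.6, adjusted p = 0.6), a number within the spread of random lists. The listed genes have longer 3'UTRs, with a median of 1522.5 bases against 960.5 over all genes. In random lists matched on 3'UTR length, the averages were 139.13 for the NRE, 95.03 for the CPE and 125.05 for the CPSF site (permutation p = 0.8, 0.4 and 1.0, each with adjusted p = 1.0). With the background restricted to the genes that passed the filter on low counts, p was 0.07 for the NRE, 0.08 for the CPE and 0.9 for the CPSF site in the permutation test (adjusted p = 0.16, 0.16 and 0.9). With all annotated 3'UTRs of a gene, the CPSF site occurred in 127, against 119.57 (permutation p = 0.06, adjusted p = 0.072).

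**Figure D3:**
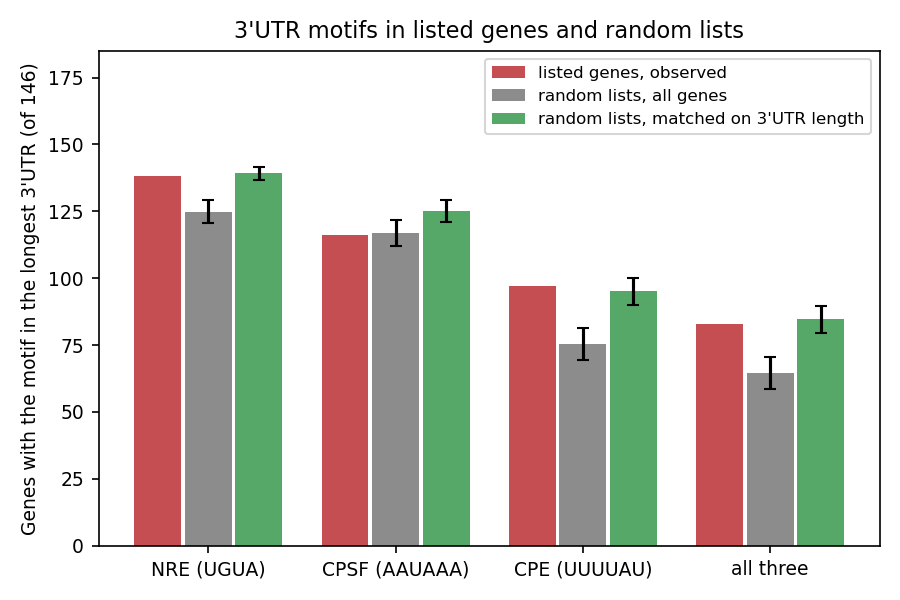
Number of the 146 listed genes whose longest 3'UTR holds the NRE, the CPSF site, the CPE or all 3 (red), and the mean number in 10000 random lists drawn from all genes (grey) or matched on 3'UTR length (green). Bars on the grey and green columns are the SD between lists; the red columns stand above the grey ones by 13.12 for the NRE, 21.69 for the CPE and 18.57 for all 3, and above the green ones by 1.97 for the CPE only.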

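AU-rich elements were searched in the same 3'UTRs in their permissive form, AUUUA, and their stringent form, UUAUUUAUU. The permissive form occurred in 124 of the 146 listed genes with a 3'UTR, against 95.15 ± 5.71 in random lists (SD between lists; one-sided permutation p = 0.0001, the smallest that 10000 lists can give; adjusted p = 0.0006). The stringent form occurred in 12, against 11.21 ± 3.18 (permutation p = 0.5, adjusted p = 0.6). In lists matched on 3'UTR length the averages were 115.51 and 15.48, with permutation p = 0.03 (adjusted p = 0.18) for the permissive and 0.9 (adjusted p = 1.0) for the stringent form. The paper's text does not give the PUM sequence, and this motif was not analysed here.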

PUM and ARE sites were not considered since fewer than 10 of the 149 genes contained these binding motifs. Seventy-one of 149 transcripts (48%) possessed CPE, CPSF, and NRE sites (Fig 8C, S2 Table) suggesting that CPEB, CPSF, and Nanos family proteins may collectively constitute specificity factors that cooperatively drive metastasis by targeting CNOT7 to metastasis-associated transcripts.

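The NRE, the CPSF site and the CPE occurred together in the longest 3'UTR of 83 of the 146 genes, against 64.43 ± 6.02 in random lists (SD between lists; one-sided permutation p = 0.002, adjusted p = 0.003). In lists matched on 3'UTR length the average was 84.63 (permutation p = 0.7, adjusted p = 1.0), and among genes that passed the filter on low counts it was 77.16 (permutation p = 0.2, adjusted p = 0.3). Of the 71 genes that S3 Table gives as holding all 3 motifs, 66 held them in this search, as did 17 of the 75 other listed genes with a 3'UTR. The median 3'UTR length was 2062 bases in the 71 genes and 1014 bases in the others. In precipitation no difference between the 71 genes and the other 78 was seen, but few of them had enough counts to measure one. Of the 29 tested genes, 8 had at most 3 counts in every CNOT7 and vector RIP library, and 10 more in 1 of the groups. Without the filter, 104 of the 149 had at most 3 counts in every library of both groups. The comparison therefore cannot decide whether genes with the motifs were precipitated more. The median log2 fold change of CNOT7 RIP over vector RIP was 0.95 for the 19 tested genes with the motifs and 1.04 for the 10 without, a difference of −0.09 (two-sided permutation test across genes, which are not independent replicates, p = 0.917). The difference was 0.22 with all 10 groups in a single fit and 0.10 without the filter on low counts (permutation p = 0.463 and 0.334). With each CNOT7 or vector RIP library left out in turn, it ranged from −0.51 (without vector RIP replicate 10) to 0.20 (without vector RIP replicate 6), and it was also above 0 without CNOT7 RIP replicate 8 (0.03) and vector RIP replicate 7 (0.10).
The paper's reasoning runs from precipitation to sequence. It takes the transcripts that FLAG-CNOT7 brought down above the lysate and the vector cells and that moved inversely to Cnot7, finds the CPE, CPSF and NRE sites over-represented in their 3'UTRs, and counts the transcripts that hold all 3. From this co-occurrence the paper proposes that the CPEB, CPSF and Nanos families may direct CNOT7 to transcripts associated with metastasis. Its model also draws on motif enrichment in the array transcripts and on metastasis assays with Tob1 knockdown and CNOT7 mutants. That evidence was not analysed here.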

**Fig 8:**
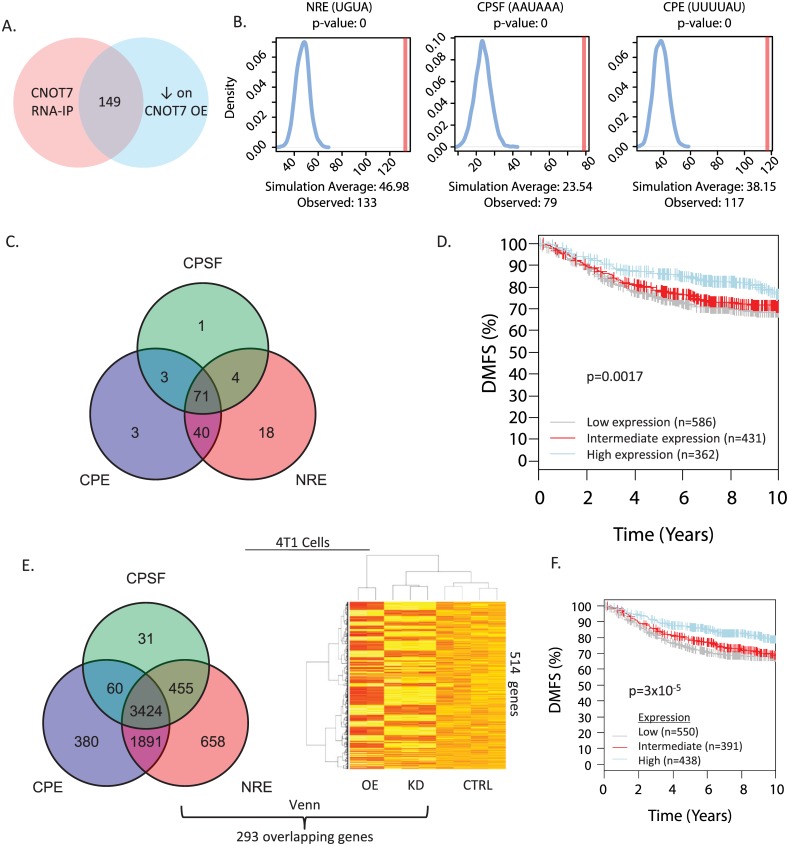
Overlap between transcripts identified by RNA immunoprecipitation (RNA-IP) and the microarray analyses (A). RNA binding protein motif enrichment for the RIP-seq transcripts (B). Overlap analysis of the CPE, CPSF and NRE RNA binding protein motifs in the 149 transcripts in common between the RIP-seq and microarray experiment (C). Kaplan-Meier analysis of the GOBO meta-dataset using as a weighted gene signature the 46 represented human orthologs of the 71 tripartite motif-possessing transcripts detected by RIP-seq (D). Results of genome-wide analysis of transcripts containing predicted CPE, CPSF and NRE RNA protein binding motifs (E). Overlap of this gene set with the *Cnot7* inversely correlated genes from the microarray analysis identified 293 genes in common. Kaplan-Meier analysis of GOBO meta-dataset using the 293 CPE/CPSF/NRE tripartite transcripts as a weighted gene signature (F).

We next tested if the 71 transcripts that shared the tripartite motif were prognostic in human breast cancer data sets. Forty-six (65%) human orthologs of the CPE/CPSF/NRE containing genes were present in GOBO [39] (S3 Table). These 46 genes were applied as a gene signature, weighted by their inverse correlation with CNOT7 expression, to determine whether they could discriminate patient outcome. Consistent with the possibility that CNOT7 drives progression by degrading metastasis suppressing mRNAs, high expression of the signature was correlated with favorable distant metastasis free survival (DMFS, Fig 8D).

### Global screen for putative CPE/CPSF/NRE *Cnot7* target genes

Since CNOT7-bound and inversely regulated transcripts were reproducibly enriched for the CPE/CPSF/NRE motifs, we speculated that this tripartite motif may specify CNOT7 target transcripts, which are enriched for metastasis-associated genes. We thus interrogated the entire genome for transcripts that possessed CPE, CPSF, and NRE 3’UTR elements, and filtered this set for those transcripts expressed in 4T1 cells. This analysis identified 3424 genes (12.5% of the mouse genome, Fig 8E). Filtering this set for those inversely-correlated with *Cnot7* expression yielded 293 genes (S4 Table). Human orthologs for 217 (74%) of the 293 genes were available in GOBO, and were able to significantly discriminate DMFS (Fig 8F). High expression of this signature predicted favorable survival, suggesting that this set of tripartite motif containing, *Cnot7*-anticorrelated transcripts constituted a metastasis suppressive post-transcriptional program.

Subjecting this 293-gene set to Ingenuity Pathway Analysis identified cancer as the most highly represented disease annotation, with 247 (84%) transcripts previously annotated as cancer-associated. The top five represented canonical pathways associated with extravasation signaling, and cancer-associated HER2 signaling, HGF signaling, and MAPK-signaling. The top five upstream regulators in this network included *Kras*, *Erbb2*, and *Tgfb1* signaling (S5 Table). Gene sets regulated by each of these upstream regulators predicted distant metastasis free survival (S5 Fig). Consistent with our model, *Erbb2* and *Kras* are previously reported upstream signaling components that regulate the activity of CNOT7 adaptor and deadenylation cofactor TOB1, transducer of ERBB2 [46, 47].

## Discussion

CCR4-NOT is a highly conserved protein complex that has been implicated in diverse functions associated with gene regulation [12, 13]. It exists in both cytoplasmic and nuclear forms and is thought to play different roles depending on its subcellular localization and subunit composition [12]. In the nucleus the CCR4-NOT complex has been implicated in numerous activities, including chromatin modification, transcriptional elongation, RNA export, nuclear RNA surveillance and transcription-coupled DNA repair [14, 15]. In the cytoplasm the CCR4-NOT complex is thought to be the main RNA deadenylase, initiating both mRNA decay and translational repression by polyA tail shortening [12, 13]. The CCR4-NOT complex also participates in miRNA-mediated gene silencing through interactions with the GW182/Argonaute complex [21]. This large, multi-functional protein complex therefore has the potential to play a variety of important roles in establishing and maintaining cellular function and response to extracellular cues.

Previously our laboratory implicated the CCR4-NOT complex as an important determinant for metastatic mammary cancer. Generation of co-expressed gene maps from mouse strains with differing inherited sensitivity for pulmonary metastasis identified a network module centered on the CCR4-NOT component *Cnot2* that was capable of discriminating breast cancer patient outcome. Furthermore, *in vivo* modeling demonstrated that suppression or over-expression of CNOT2 within tumor cells resulted in enhanced or reduced pulmonary metastases, respectively, indicating that *Cnot2* has metastasis suppressing activities [10]. CNOT2 however does not have known enzymatic activities [48]. CNOT2 coordinates the interaction of CNOT3 with the core CCR4-NOT complex, as well as additional regulatory molecules including HDAC3 [14]. Despite lacking catalytic function, CNOT2 has been shown to be an important positive regulator of CCR4-NOT deadenylase activity [19], cellular apoptosis, and mouse embryonic stem cell pluripotency [49]. The contribution of *Cnot2* to metastatic capacity through the CCR4-NOT complex could therefore occur through a variety of CCR4-NOT molecular functions.

In this study we have begun to dissect the role of CCR4-NOT in mammary tumor metastasis by investigating the role of RNA deadenylation in tumor progression. The integrated genetics and gene expression analysis that initially identified *Cnot2* also implicated other genes associated with RNA deadenylation (*Cnot8*, *Angel2*, *Tob1*) as potential modulators of metastatic disease, suggesting that this function of CCR4-NOT might be a critical determinant [10]. Bioinformatics analysis indicated that *CNOT8* and *TOB1* were associated with distant metastasis free survival in human patients. We therefore selected *Cnot8* and its highly conserved paralog *Cnot7* to determine whether the deadenylation function of CCR4-NOT plays a critical role in tumor progression.

*Cnot7* and *Cnot8* are members of the DEDD superfamily of deadenylases [35]. Both genes are expressed ubiquitously in tissues of adult animals [50] and are thought to have overlapping functions [36]. Biochemical studies suggest that only one of the two proteins exist in the CCR4-NOT complex at a time, suggesting unique functions for the mutually exclusive CNOT7- or CNOT8-containing complexes, in addition to redundant functions [34, 51]. This interpretation is consistent with the differing results observed for the shRNA knockdowns of the two genes in our studies. *Cnot7* knockdown had little or no effect on primary tumor growth, indicating that its role in tumor progression is related to the metastatic process. In contrast *Cnot8* suppressed both primary tumor growth and metastatic disease, suggesting a more general role in regulating tumor cell proliferation. Further elucidation of the commonalities and differences in molecular pathways controlled by these two deadenylases would likely provide interesting insights into tumor growth and progression.

Importantly, due to the multifunctional nature of the CCR4-NOT complex, the ability of *Cnot7* to promote metastatic disease was dependent on deadenylase activity. Point mutations eliminating enzymatic activity or that disrupted interactions mediating recruitment of RNA binding proteins to the CCR4-NOT complex suppressed the pro-metastatic activity of CNOT7. Knockdown of the adaptor protein TOB1, which acts as a bridge between CNOT7 and RNA binding proteins CPEB3 and CPEB4, which recruit RNAs to the complex for deadenylation, had similar effects. Attempts to knockdown CNOT1, which is responsible for recruitment of the NANOS1 and PUM2 RNA binding proteins, was unsuccessful. However, due to the central role of CNOT1 in the CCR4-NOT complex and increased apoptosis in CNOT1-depleted cells [52–54], this result was not unexpected. Taken together however, the point mutant and *Tob1* depletion results suggest that the majority of the effect on metastasis was likely due to the influence of CCR4-NOT on RNA equilibrium or translational efficiency, rather than on the other many functions ascribed to the complex.

The CCR4-NOT complex is thought to be one of two general deadenylase complexes in mammalian cells [18]. However, the difference in phenotypes for *Cnot7* and *Cnot8* knockdowns suggest that the different complexes likely target overlapping subsets of RNAs within the cell [36]. Alternatively, the two paralogs may be differentially expressed and regulate different post-transcriptional programs in different cell types. To gain a better understanding of what subset *Cnot7*-containing CCR4-NOT complexes target global gene expression analysis was performed in two independent experiments. We focused specifically on genes that were inversely correlated with *Cnot7* levels to enrich for those that were likely direct targets rather than those dysregulated due to secondary effects on the transcriptome. Since transcript recruitment to the CCR4-NOT complex is specified by RNA binding proteins a screen for RNA binding proteins was performed [23–25, 38, 55][56]. This screen revealed an enrichment of some but not all of the known RNA binding protein motifs, suggesting that the *Cnot7* metastatic suppressive program is mediated by specific RNA binding partners. Further investigation of these RNA binding proteins and their RNA targets will likely provide additional insights into the molecular pathways important for metastatic progression.

Encouragingly enrichment of three of the four RNA binding protein motifs (CPE, CPSF and NRE) was replicated in the *Cnot7* RIP-seq experiment, providing more direct evidence of the interaction of the CNOT7-containing CCR4-NOT complex with the *Cpsf*, *Nanos* and *Cpeb* families of RNA binding proteins. Furthermore, almost half (71/149) of the RNAs identified by the RNA-immunoprecipitation contained all three motifs. When used as a weighted gene signature, this set of transcripts was capable of discriminating metastasis outcome in human breast cancer. Global transcriptome analysis in 4T1 mammary tumor cells revealed only 293 expressed genes bearing all three RNA binding protein motifs, consistent with previous findings of only limited numbers of genes changing after *Cnot7* knockdown [36]. Like the 71 genes identified by RIP-Seq, the 293 triple motif containing genes effectively discriminate outcome in breast cancer patients, suggesting enrichment of genes and molecular functions associated with breast cancer patients. This interpretation was further supported by pathway analysis, which identified previously known metastasis-associated functions such as extravasation and *Tgfb1* signaling as enriched in the 293-gene set.

Overall this study supports the hypothesis that in addition to initiation of specific transcriptional programs, such as epithelial-to-mesenchymal transition, degradation of specific RNAs may play an important role in the establishment of metastatic capacity. Further investigations of the RNA binding proteins that recruit transcripts for deadenylation and studies into possible roles of the other CCR4-NOT deadenylase subunits *Cnot6* and *Cnot6l* in metastatic progression may reveal additional important insights into tumor autonomous metastatic mechanisms. Moreover, these results also suggest that targeting *Cnot7* deadenylase activity may be useful for anti-metastatic therapy. *Cnot7* knockout animals are viable, with limited known phenotypes, indicating that pharmaceutical suppression of *Cnot7* deadenylase activity may not be unacceptably toxic in the clinic. If true, this would provide a novel class of therapeutic agents to suppress colonization or the emergence of disseminated but dormant tumor cells, ultimately leading to a reduction in the morbidity and mortality associated with metastatic disease.

## Materials and Methods

### Ethics statement

The research described in this study was performed under the Animal Study Protocol LCBG-004, approved by the NCI Bethesda Animal Use and Care Committee. Animal euthanasia was performed by cervical dislocation after anesthesia by Avertin.

### Cell lines and culture conditions

The mouse mammary carcinoma cell lines 4T1, 6DT1, Mvt-1 [28] (provided by Dr. Lalage Wakefield) and human embryonic kidney HEK293 cells were cultured in Dulbecco’s Modified Eagle Medium (DMEM) (Gibco) supplemented with L-Glutamate (Gibco), 9% fetal bovine serum (FBS) (Gemini BioProducts), and 1% Penicillin and Streptomycin (P/S) (Gemini BioProducts).

### Lentiviral transduction

Two milliliter suspensions of 10^5^ cells were incubated at 37°C in 5% CO_2_ overnight. Cells were then infected with lentivirus suspension, and selected 30 hours post-infection with 5mg/mL blasticidin for over-expression (Invitrogen) constructs or 10ug/mL (shRNA) puromycin for shRNA constructs.

### Co-immunoprecipitation

Co-immunoprecipitation was conducted as described in [57] using mouse origin anti-FLAG and Protein G Dynabeads magnetic beads (Invitrogen).

### *In vitro* cell line assays

Proliferation and wound healing assays were performed on the Incucyte ZOOM (Essen BioScience) system following the previously described protocols [58]. For soft agar assays, 5,000 trypsinized cells were seeded in triplicate in 0.4% low-melting-point agarose (Sigma) on top of a 1% agarose layer and colonies enumerated 21 days later.

### Expression array

Array-based transcriptome profiling of *Cnot7*-knockdown and CNOT7-overexpressing 4T1 tumor cells was performed on Affymetrix GeneChip Mouse Gene 1.0 ST arrays by the Microarray Core in the NCI Laboratory of Molecular Technology.

### Library preparation and RNA sequencing

Library preparation was performed using the NEBNext Ultra Directional RNA Library Prep Kit for Illumina with NEBNext multiplexing oligos using manufacturer’s protocol. RNA sequencing was conducted on the Illumina HiSeq 2500.

### RNA isolation, reverse transcription and Real-Time Polymerase Chain Reaction

RNA was isolated from tumors and cell lines using RNeasy kit (Qiagen) or TriPure (Roche) and reverse transcribed using iScript (Bio-Rad). Real-Time PCR was conducted using VeriQuest SYBR Green qPCR Master Mix (Affymetrix).

### Lentivector cloning

cDNA sequences of human FLAG-CNOT7, FLAG-CNOT7-D40A, and FLAG-CNOT7-E247A/Y260A were describe previously [36]. Lentiviral expression vectors were produced with Multisite Gateway recombination. An entry clone using the murine Pol2 promoter was recombined with the cDNA entry clone and N-terminal entry clone encoding the MYC (EQKLISEEDL) or FLAG (DYKDDDDK) epitope tag into a Gateway destination vector pDest-658. pDest-658 is a modified version of the pFUGW lentiviral vector which contains the enhanced polypurine tract (PPT) and woodchuck regulatory element (WRE) to provide higher titer virus. It also contains an antibiotic resistance gene for blasticidin resistance. Entry clones were subcloned by Gateway Multisite LR recombination using the manufacturer’s protocols (Invitrogen). Expression clones were transformed into E. coli STBL3 cells to minimize unwanted LTR repeat recombination, and verified by agarose gel electrophoresis and restriction digest. Transfection-ready DNA for the final clones was prepared using the GenElute XP Maxiprep kit (Sigma). A control vector (8166-M24-658) was generated by standard Gateway LR recombination of a stuffer fragment made up of a non-coding DNA into the pLenti6-V5-DEST vector (Invitrogen). CNOT7 and CNOT7-D40A lentivector constructs were generated by the Protein Expression Laboratory and the Viral Technology Group in NCI, Frederick, MD.

Site directed mutagenesis was employed to generate CNOT7-M141R mutant using the primers listed in S6 Table. The cDNA segment containing these mutations was subcloned into the wild type *CNOT7* lentivector by restriction digest and ligation.

### Native RNA immunoprecipitation

4T1 cells expressing 8166-M24-658 control vector or FLAG-CNOT7 constructs were grown to ~85% confluence in ten 15cm culture plates. Cells were then rinsed with 15mL ice cold sterile PBS, scraped off, pelleted (~1mL pellet), and snap frozen in liquid nitrogen. Cells were thawed on ice and lysed in 3.5mL lysis buffer (100mM NaCl, 5mM MgCl_2_, 10mM HEPES (pH 7.3), 0.5% NP40, 200 units RNasin (Promega), Protease inhibitor cocktail (Roche)). The resulting 4mL of cell lysate was spun down twice at 21,000*g for 20 minutes at 4°C. 40uL of lysate was saved 1% input to confirm immunoprecipitation. 200uL of lysate was saved for 5% RNA-seq input and was purified by TriPure (Roche) RNA extraction. 25uL beads per 1mL lysate of Protein G Dynabeads were blocked with 1mL 0.5% BSA in PBS at room temperature for 20 minutes then washed twice with 1mL NT2 wash buffer (50mM Tris-HCl (pH 7.4), 150mM NaCl, 1mM MgCl_2_, 0.05% NP40). 24ug antibody was added to each sample and incubated at 4°C overnight then beads were added to each sample and rotated for 30 minutes at room temperature. Beads were washed four times in 1mL NT2 buffer. Eighty five percent of beads were subjected to RNA extraction with TriPure. Protein from the remaining 15% of beads was eluted with Laemli buffer to confirm immunoprecipitation.

### Immunoblot and antibodies

Protein was extracted with Pierce lysis buffer, vigorously homogenized, and incubated on ice for twenty minutes. 20ug lysate per sample in NuPage LDS Sample Buffer and NuPage Reducing Agent (Invitrogen) was used for western blotting. PVDF membrane (Millipore) containing transferred proteins was incubated overnight in solution of 5% milk protein, tris-buffered saline supplemented with 0.05% Tween-20, and primary antibody. The membrane was then incubated with horse-radish peroxidase linked anti-mouse (GE Healthcare), anti-rat, or anti-rabbit (Santa Cruz Biotechnology) IgG secondary antibodies. Immunoblot was visualized using Amersham ECL Prime Western Blotting Detection System and Amersham Hyperfilm ECL (GE Healthcare). Rabbit origin anti-CNOT7 was a generous provided by G. Sebastiaan Winkler. Commercial antibodies used in this study include rabbit origin anti-TOB1 (GeneTex), rabbit origin anti-CNOT1 (Protein Tech), rat origin anti-HA (Roche), mouse origin monoclonal anti-FLAG (M2, Sigma).

### Animal studies

Female FVB/NJ or Balb/cJ mice from Jackson Laboratories were injected at 6–8 weeks of age. Two days prior to orthotopic injections, cells were placed in non-selective media. On the day of injection, 1x10^5^ cells were injected orthotopically into the fourth mammary fat pad of age-matched virgin females. After 30 days the mice were euthanized by intraperitoneal injection of 1mL Tribromoethanol with subsequent cervical dislocation. Primary tumors were resected, weighed, and snap frozen in liquid nitrogen. Lungs were resected, surface metastases were counted; lungs were inflated with 10% nitrate-buffered formalin and sent for sectioning and staining. For tail vein injection, 10^5^ were injected into the lateral tail vein, mice were euthanized 22 days post-injection. All procedures were performed under the Animal Safety Proposal (LCBG-004) and approved by the NCI-Bethesda Animal Care and Use Committee.

### Statistical analysis

Statistical analysis comparing two samples were conducted using the Mann-Whitney test on Prism Version 5.03 (GraphPad Software, La Jolla, CA). Multiple-comparison data was analyzed by Kruskal-Wallis test with post-hoc Conover-Inman correction for multiple analyses by R-script. Survival data was conducted with the Mantel-Cox test on Prism.

RBP motif sites were mapped on the 3’UTR regions of genome genes (27305 mRNA FASTA format) by using a Perl script. RBP motif site enrichment analysis was performed by the random sampling the genes from genome in the same number (the final overlapping gene number) and calculate the numbers of the gene with the RBP motif site and of the RBP motif site and repeat the sampling 1000 times. The p-value was estimated by one tail t-test. Differential gene expression analyses were done by t-test using the software package R.

### Data access

Array-based gene expression and RIP-seq studies from this study have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/ under the accession numbers GSE73296 (array) and GSE73366 (RIP-seq).

## Supporting Information

S1 Fig Results of *Cnot8* knockdown *in vivo* studies. Relative *Cnot8* mRNA depletion by shRNA (arbitrary units)for 6DT1 and Mvt1 cells is shown in panels (A) and (B). Effects of shRNA knockdown are shown for the primary tumor for 6DT1 (C) and Mvt1 (D) are shown at the top of the figure. The macroscopic pulmonary surface metastases counts are shown in panels (E) and (F). Macroscopic pulmonary surface metastases after normalization for primary tumor mass are shown in panels (G) and (H). N.S. = not significantly different. * = p< 0.05; ** = p<0.01; *** = p<0.001.
(EPS) Click here for additional data file.

S2 Fig Effect of *Cnot7* depletion on the proliferation of 6DT1, Mvt1 and 4T1 cells (A). Results of *Cnot7* knock down on migration of 6DT1 and Mvt1 cells, as measured by wound healing assays (B). Soft agar colony formation assays for 6DT1 and Mvt1 *Cnot7* knock down cell lines (C).
(EPS) Click here for additional data file.

S3 Fig Relative knockdown of *Tob1* mRNA in 4T1 cells (A). Primary tumor burden after orthotopic transplantation of 4T1 *Tob1-*knockdown cells into BALB/c animals (B). Pulmonary surface metastasis count of 4T1 *Tob1-*knockdown tumors (C). Tumor normalized metastasis counts of 4T1 *Tob1-*knockdown cells (D).
(EPS) Click here for additional data file.

S4 Fig Permutation strategy to identify over-represented RNA binding protein motifs in *Cnot7* inversely-correlated transcripts from microarray analysis (A). Results of motif search (B). The vertical red line represents the observed number of times a particular motif was found in the *Cnot7* inversely correlated gene set. The blue curve represents the predicted range based on 1000 permutations.
(EPS) Click here for additional data file.

S5 Fig Kaplan-Meier analysis of the GOBO meta-dataset using pathway enriched subsets of the 293 CPE/CPSF/NRE tripartite 4T1 expressed transcripts. Gray lines indicate patients with tumors that expressed the individual gene signatures below the median value. Red lines indicate patients with tumors expressing the gene signatures above the median.
(EPS) Click here for additional data file.

S1 Table Genes dysregulated by overexpression or knockdown of *Cnot7*. (XLS) Click here for additional data file.

S2 Table Genes with negative expression correlations with Cnot7 whose mRNAs are associated with the CNOT7 protein. (XLS) Click here for additional data file.

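S2 Table gives 149 genes by symbol and Ensembl identifier, and all 149 identifiers are in the count table. Of these genes, 140 are not in S1 Table, which lists the 842 transcripts past the paper's array threshold. Among the 9 that are, 6 have a T value under 0 (Adamts14, Cotl1, Glud1, Gmds, Prkcd and Snx8) and 3 have a T value above 0 (Eps8, Lphn2 and Wdsub1). Absence from S1 Table does not show that a gene lacked an inverse relation to Cnot7 on the arrays. S4 Table, with 293 genes, shares Ehd4, Pawr, Prkcd and Rnf19a with S2 Table. Of the 6 genes with a T value under 0, only Gmds (ENSMUSG00000038372; chromosome 13 from 31819579 to 32338740, minus strand, GRCm38) had enough counts, in RIP and input libraries together, for a test. It had 0 to 5 counts per library in CNOT7 RIP and 0 to 6 in vector RIP, with a log2 fold change of 0.62 (standard error 0.94, adjusted p = 1.0 from edgeR's quasi-likelihood test, n = 5 libraries each). This value moved with single libraries, from 0.24 without CNOT7 RIP replicate 10 to 1.02 without CNOT7 RIP replicate 6. Without vector RIP replicate 10 no vector RIP library had more than 2 counts, and the log2 fold change was at least 0.03. Adamts14, Cotl1, Glud1, Prkcd and Snx8 had at most 3 counts in every RIP library of CNOT7 and vector cells, which allows no fold.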

S3 Table Human-mouse gene symbol matching for GOBO weighted gene signature prognosis analysis. (XLSX) Click here for additional data file.

S4 Table Genes with negatively correlated with Cnot7 expression that contain the CPE/CPSF/NRE tripartite RNA binding protein motif. (XLSX) Click here for additional data file.

S5 Table Ingenuity Pathway Analysis of CPE/CPSF/NRE bearing, Cnot7 negatively correlated genes. (XLS) Click here for additional data file.

S6 Table Primers and primer sequences used in this analysis. (XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

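The deposited data are the RIP-seq libraries of 4T1 cells with the empty vector, FLAG-CNOT7 or a mutant of it. D40A lacks deadenylase activity, M141R does not bind CNOT1 and E247A/Y260A does not bind TOB1. RIP and input libraries of the 5 constructs make 10 groups of 5 replicates, or 4 for D40A, and 48 libraries in all. The microarrays and the human survival data were not analysed here.

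The authors deposited a table of whole-number counts per gene, with no normalization, for 26899 genes, of which 8719 carry no gene symbol. The library kit was directional, and the paper's text gives no aligner, genome build, annotation, strand of counting or RIP-seq threshold; for differential expression it names a per-gene test and mentions no adjustment. The identifiers were compared with GENCODE M21 on GRCm38: 344 are not in it, and for 1037 genes the symbol in the table differs from that annotation, 8 of them listed in S2 Table, so identifiers were used for every match. Every entry names a gene. Sample names in the table's columns matched the sample labels, and 0 columns of per-sample values were left unused.

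Total counts per library ranged from 386854 to 583519 (median 469402) in D40A input, 421975 to 617222 (median 615718) in E247A/Y260A input and 440336 to 728190 (median 598811) in M141R input. They ranged from 1305627 to 10719137 (median 3737545) in D40A RIP, 1712290 to 3785461 (median 2732681) in E247A/Y260A RIP and 1755045 to 4185604 (median 2331369) in M141R RIP. In the 24 RIP libraries 25387 of the genes had a median of 3 or fewer counts, and at most 3 counts in every library of a group was taken as the floor under which no fold is given. Wilson intervals are at 95%. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules.

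From the deposited counts, genes were filtered with edgeR's filterByExpr, scaled with TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The 4 groups of CNOT7 and vector cells were fitted together (20 libraries, 4880 genes), and the mutants in a fit of all 10 groups (6931 genes). Gene lists were tested with camera and fry of limma 3.58.1 and by the rank of their median among 10000 random lists matched on mean expression. The lists were the 149 genes of S2 Table, the 71 of S3 Table and the other 78, the 514 transcripts of S1 Table with a T value under 0 (453 matched, 448 different genes) and the 293 of S4 Table. Cnot7 was compared between constructs with exact permutation tests on log2 CPM. Motifs were searched in the annotated 3'UTRs. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 was used for the rest. The tests were tried on simulated data with 200 seeded genes.

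The groups share replicate numbers, and libraries with the same number deviated together from their group means. In the comparisons of CNOT7 RIP with CNOT7 input, CNOT7 RIP with vector RIP and CNOT7 input with vector input, the correlation of the deviations exceeded 0.1 for every number, with 0.122 as the lowest value for the first, 0.446 for the second and 0.306 for the third. The same holds for D40A RIP against the RIP of vector and of CNOT7 cells, E247A/Y260A RIP against vector RIP and M141R RIP against CNOT7 RIP. The correlation fell to 0.055 for a number in vector RIP against vector input, 0.081 in M141R RIP against vector RIP and −0.067 in E247A/Y260A RIP against CNOT7 RIP, while the other 4 numbers of each exceeded 0.1. The pairing comes from these correlations and from the methods, which take each input from a part of the lysate, vector cells included.

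The mapping of samples, the tests, the threshold, the alternatives and the rule for naming genes were set before the data were examined. That rule names Cnot7 and the other members and partners of the CCR4-NOT complex in the text, the genes in both S2 Table and the T value under 0 part of S1 Table, up to 5 genes past both thresholds whose groups do not overlap, and up to 3 genes per direction for each mutant; no gene met the last 2 conditions. Genes named outside the rule are marked as named after their values were seen, with some exceptions. Among these, Magi1, Polr1e, Qtrtd1, Tenm2, Acaca, Tmcc3, Sorbs2, Sbno2, Ank1 and Galnt2 carry no mark but were also named after their values were seen. The searches for AU-rich elements, the count of expressed genes with all 3 motifs, the directions in mean CPM, the medians at the bounds, the per-gene test without a filter and the shares on the 13 genes were added after the data were examined. The alternatives were DESeq2 1.42.0, library size without TMM factors, no filter on low counts, at least 10 counts in every sample, the replicate number as a block, all 10 groups or only the groups compared in a fit, a log2 fold change of at least 1, a per-gene test on log2 CPM (prior count 2) without adjustment, each library left out in turn, and for motifs the background and the set of 3'UTRs. Alternatives written for normalized values were not run, because the deposited values are counts.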

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

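The tests of the replicate number, of the gene span, of mixing, of a mislabelled library, of the rank of replicate 10, of overlapping gene models, of pairs on opposite strands, of the background without FLAG-CNOT7 and of D40A RIP without replicate 9 were chosen only after the results were seen; the tests of thinning, of the strand counted in a library and of ribosomal RNA were not. Of 64 groups of libraries screened for a value far from the others, 5 held such a value, where chance gives 3.2 (1 in 20).

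ENSMUSG00000045999 took 61.1% of the counts of the 24 RIP libraries on average (56.6% to 67.0%) and 0.606% of the inputs (0.129% to 1.87%), and the paper does not discuss it. It is a signal of the precipitate in genes outside those the paper studies. Its share was as high in vector RIP as in CNOT7 RIP (exact permutation p = 0.6825), which is consistent with a background of the precipitation that needs no FLAG-CNOT7. The next genes were Filip1l with 10.5% of RIP counts, Jarid2 with 6.76%, ENSMUSG00000082697 with 5.50% and Tmtc2 with 3.96%, named after their values were seen. Copies of ribosomal RNA within these gene models were looked for as stretches of 31 bases shared with the annotated locus on chromosome 17. Such a stretch lay in the exons of 0 of the 11 dominant genes in the reference, and in 0 of 1000 random genes. The test reaches exons only and found none anywhere, so this explanation stays open. No biological explanation was tested.

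CNOT7 input replicate 10 had 1.501% of its counts on ENSMUSG00000045999 (95% Wilson interval 1.46% to 1.54%), where the next CNOT7 input had 0.416%. On the 13 dominant genes together it had 1.5948% (interval 1.55% to 1.64%), against 8.41% to 21.1% in the other inputs. The latter value argues against a mislabelled RIP library, since the RIP libraries hold at least 95.4%. Replicate 10 had the lowest share on the 13 genes in 5 of the 5 input groups, a rank that is consistent with a difference shared by libraries with the same replicate number. The size is not shared, because the other inputs with that number hold at least 8.406%, which argues against the number alone as the cause. Counting of the other strand would raise ribosomal protein genes, which held 0.0841% of its counts (interval 0.0750% to 0.0944%), within the 0.0471% to 0.178% of the other inputs. Patl2, which lies opposite to B2m, had 1 count in it and 5166 to 10952 in the other inputs, a loss that the other strand would give, but B2m did not gain, with 9 counts against 1 to 23. Over 723 pairs of models with exons on opposite strands, of which 1 held 90% or more of the counts in the other inputs, 1.7687% of its counts fell on the minor models, against 0.904% to 1.766% in the other inputs. These values argue against the other strand as the cause. In 32 of the pairs the minor model had more counts, where no other input had more than 1 such pair. The library lacks counts on genes with a long span. Relative to the mean of the other inputs, its median log2 ratio was −2.80 for 339 genes spanning 50000 bases or more and −0.34 for 441 genes spanning under 10000 bases, a difference of −2.461, where the other 23 inputs, each tested the same way, lay between −0.34 and 0.32. In it 356 of 1361 genes were at an 8th or less of the level in the other inputs, where no other input had more than 23 such genes. The model listed as Galnt2 (Gm20388 in GENCODE M21), which held 6.15% to 18.1% of the other inputs, had 0 of 344689 counts, which allows up to 0.00087%. Conversely, 47 genes had 10 or more counts in it and 0 in the other 23 inputs, where every other input had 0 such genes. Of the 43 with a position in GENCODE M21, 42 overlap another gene model on the same strand, against 5.82% of the 1941 other genes with as many counts in it. The 47 genes are consistent with reads assigned to overlapping gene models in another way in that library, a hypothesis formed on these same counts. The pattern may come from a different alignment or counting of this library, but the deposited counts do not show which step. RIP material mixed into the library is argued against as the cause of its low share on the 13 genes, 1.5948%, since any RIP library would raise that share. For its share on ENSMUSG00000045999 alone, mixing cannot be told apart from the loss of long genes. Of its counts on the 13 genes, 5.89% (interval 5.30% to 6.55%) were on the 12 other genes, against 31.1% to 41.6% in the RIP libraries, but a loss of long genes would lower that share too. A biological difference of this culture was not tested.

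D40A RIP replicate 9 had 19194 genes with a count, where the next D40A RIP library had 7511, and M141R RIP replicate 9 had 14555, where the next had 7657. The first is the deepest library, with 10719137 counts. Thinned to 3315016 counts, the median of the other D40A RIP libraries, it still had 13418.4 genes on average over 20 draws, so depth alone is argued against as the cause. M141R RIP replicate 9 is not deep (2331369 counts, against a median of 2258037 in the others) and had 14387.8 genes after thinning to that median. It also had the lowest share on the 13 dominant genes, 95.385% (95% Wilson interval 95.36% to 95.41%), where the next had 97.3%. Replicate 9 had the most genes with a count in 5 of the 5 RIP groups, and the lowest share on the 13 genes in 5 of the 5, a rank that is consistent with a difference shared by libraries with the same replicate number. The size of the excess is not shared. Replicate 9 had 8536 genes in vector RIP, where the next had 7880, and 9190 in CNOT7 RIP, where the next had 8306, but 13676 in E247A/Y260A RIP, where the next had 9481. What the number stands for is not stated in the paper's text. A difference of the mutants was not tested and stays open.

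M141R input replicate 6 had 297 CPM on Cnot7, where the next M141R input had 148. Replicate 6 was the highest of its group in 5 of the 5 input groups, vector included, which is again consistent with a difference shared by libraries with the same replicate number. The Cnot7 counts are uncertain because of the overlap with Zdhhc2.

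The mutants differed in how many genes reached an unadjusted p under 0.05 against vector RIP, 476 for D40A, 343 for E247A/Y260A and 346 for M141R. Without D40A RIP replicate 9, the deepest library, the number for D40A was 187. The others fell in the same way without their own replicate 9, to 173 for E247A/Y260A and 180 for M141R, so an influence of the depth of the D40A library cannot be told apart from one of replicate 9 in every mutant. Vector RIP replicates count too. Without replicate 6 of vector RIP the numbers were 227, 198 and 210, without replicate 7 they were 297, 245 and 231, and without replicate 8 they were 295, 219 and 212. With only the groups compared in the fit, where fewer genes pass the filter, they were 14, 7 and 5. The order of the mutants moved with the method. D40A was not the highest with DESeq2 (284, 262 and 289), library size alone (451, 470 and 585) or the per-gene test (138, 190 and 180). It stayed the highest with the replicate block (678, 486 and 500) and without the filter on low counts (1189, 914 and 991). The difference between the mutants was not tested.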

How the results depend on the processing

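The tests named here were set before the results were seen, except the searches for AU-rich elements, fry with the replicate block, the per-gene test without a filter and the look at which genes the fits without a filter call. Over 43 results, 633 values were recomputed under the alternatives, each library left out included. The threshold is an adjusted p for genes and fry, and an unadjusted permutation p for the medians of lists and the motifs. Of these values, 548 kept their direction and side of the threshold and 85 changed: 9 became weaker, 5 stronger, 23 reversed and 48 moved by more than 1.5 times.

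The 0 genes higher in CNOT7 RIP than in both its input and vector RIP stayed 0 under every alternative except the per-gene test without adjustment, with or without the filter. The median of the 149 genes kept its direction and side of the threshold in the comparison of the RIP groups, of the inputs and of the ratios under every alternative that gave a value, from 0.82 to 1.43 between the RIP groups, −1.02 to −0.57 between the inputs and 1.51 to 2.35 for the ratios. Over the input it ranged from 0.65 to 1.81 apart from the scaling by library size. With at least 10 counts in every sample, none of the 149 genes was left and no list value could be given.

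With DESeq2, 210 genes were higher and 184 lower in CNOT7 RIP than in CNOT7 input (68 and 368 with TMM), and Cnot7 in CNOT7 RIP over vector RIP was 0.038. With library size only, the counts were 20 and 4844, the median of the 149 genes over the input was −3.51, Cnot7 was 0.23 and Cpeb3 0.043 (−0.20 with TMM). The RIP scaling factors account for the shift of all genes; the cause of the other changes was not tested. With all 10 groups in a fit, 737 genes were lower in CNOT7 RIP than in its input and the 71 genes exceeded the other 78 by 0.22. With at least 10 counts in every sample, 53 genes were higher and 52 lower, since 301 genes were left to test. Without the filter on low counts, 138 were higher and 243 lower, 2 genes were lower in CNOT7 RIP than in vector RIP, 2 in each of the mutants against vector RIP and 2 in the ratio of RIP to input, 38 were higher in CNOT7 input than in vector input, the 71 genes exceeded the 78 by 0.10, and the 514 transcripts were at −0.12 between the inputs (−0.08 with the filter). The 2 lower genes are the same in all of these comparisons, Rn7s1 and Rn7s2, named after their values were seen. They are near-identical copies, so reads are hard to place between them, and vector RIP replicate 7 has 36 and 35 counts on them where the other 23 RIP libraries have 0. All 38 input genes have 10 or more counts in CNOT7 input replicate 10, and 36 of them have 0 in the other 9 inputs of CNOT7 and vector cells, so they come from that library. The cause of the other changes was not tested.

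The per-gene test without adjustment gave 105 genes higher and 1022 lower in CNOT7 RIP than in its input, 60 and 45 against vector RIP, 94 and 64 for the ratio, 27 and 37 between the inputs, and 3 over both controls, 2 of them listed, where 29 of the 149 genes passed the filter. Without the filter it gave 32 over both controls, 2 of them listed, with all 149 listed genes tested. After the filter it gave 118 and 20 for D40A, 136 and 54 for E247A/Y260A and 117 and 63 for M141R against vector RIP, and 106 and 22, 85 and 54, and 94 and 52 against CNOT7 RIP. The 71 genes then exceeded the 78 by 0.12 and Cnot7 was 0.014. The lack of adjustment accounts for the counts of genes.

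With the replicate block, 135 genes were higher and 694 lower in CNOT7 RIP than in its input. The block also moved the calls of vector RIP against its input, given below, and no others. With it fry gave the 149 genes adjusted p = 0.106 over the input, 0.134 over vector RIP, 0.106 for the ratio and 0.106 between the inputs. For vector RIP against its input it gave 136 higher and 792 lower (67 and 362 without it). For M141R RIP against vector RIP and E247A/Y260A RIP against CNOT7 RIP, 4 of 5 numbers had a correlation above 0.1 and the pairing is less certain; with the block these gave 0 and 0.

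Leaving out each library in turn gave 366 values, of which 27 changed. Over the 10 fits that each left out a library of the groups compared, genes higher in CNOT7 RIP than in its input ranged from 39 to 91 and genes lower from 172 to 480, with both lowest values without CNOT7 RIP replicate 7. The filter was rerun in each fit, which changed the genes tested. Libraries outside a comparison enter through the filter and the shared fit, and without vector input replicate 6 the number lower was 534. The difference between the 71 and the 78 genes ranged from −0.51 to 0.20 without a RIP library and from −0.17 (without vector input replicate 10) to 0.27 (without vector input replicate 7) without an input. Cnot7 ranged from −0.19 to 0.18. Between the inputs the 293 genes ranged from −0.22 to −0.026, at an unadjusted permutation p under 0.05 with all libraries (adjusted p = 0.057) and no longer so without CNOT7 input replicate 6, 9 or 10 or vector input replicate 7 or 10, and the 514 transcripts from −0.15 to −0.024, at an unadjusted p under 0.05 only without CNOT7 input replicate 8 or 9 or vector input replicate 6 or 9. The cause was not tested.

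For the motifs, the excess of the 146 listed genes over random lists was 13.12 for the NRE, 21.69 for the CPE, 18.57 for all 3, −0.93 for the CPSF site and 0.79 for the stringent ARE. Matched on 3'UTR length it was −1.13, 1.97 and −1.63 for the NRE, the CPE and all 3, and −3.48 for the stringent ARE; the longer 3'UTRs of the listed genes account for the loss. Among genes that passed the filter on low counts it was 5.42, 8.69, 5.84 and −1.66. With all 3'UTRs of a gene the excess of the CPSF site was 7.43. The permissive ARE kept an excess at an unadjusted p under 0.05 under all of these (adjusted p = 0.18 when matched on length).

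The comparison of the RIP groups is limited to large differences. In simulated counts 0% of 2-fold differences were recovered, 77% of 8-fold and 90.5% of 16-fold. At 2-fold, 0% were also recovered among genes with a mean of 10 or more counts in the RIP libraries. A small difference between CNOT7 RIP and vector RIP was therefore not detectable in these libraries. Whether depth or the spread between replicates is the reason was not separated.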

Differences from the paper's values

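The tests in this part were set before the results were seen, except the searches for AU-rich elements, the count of expressed genes with all 3 motifs and the per-gene test without a filter. The paper reports 149 transcripts that were enriched over input and control and also moved inversely to Cnot7. Without that last condition, which can only remove genes, the deposited counts gave 0 at an adjusted p under 0.05 in both comparisons. None of the alternatives set before the data were examined closed the gap. The paper's methods name a per-gene test and mention no adjustment. Such a test, taken without adjustment after the filter on low counts, gave 3 genes, and 2 of these are among the paper's 149: Sbno2 and Ppp1r12b. The third is Ank1. Only 29 of the 149 genes passed that filter, so the other listed genes could not be called. The same test without the filter, added after the data were examined, covered all 149 listed genes and 23370 genes in total. It gave 32 genes, and 2 of these are among the paper's 149: Nfatc2 and Ppp1r12b, named after their values were seen. This did not close the gap either. Every other alternative gave 0.

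The paper reports 3424 genes with all 3 motifs that are expressed in 4T1 cells. Here 1868 genes with all 3 motifs passed the filter on low counts, and 8247 are in the count table. Neither of the settings closed the gap, which lies between them.

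According to the paper, fewer than 10 of the 149 genes contained PUM or ARE sites. Here the permissive ARE was in 124 and the stringent ARE in 12 of the 146 genes with a 3'UTR, and in 125 and 14 with all 3'UTRs of a gene, so no setting gave a number under the paper's.

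The simulated averages in Fig 8B, read by eye, are about 47 for the NRE, about 24 for the CPSF site and about 38 for the CPE. The averages here were 124.88, 116.93 and 75.31 with all genes as background, 132.58, 121.51 and 88.31 with the genes that passed the filter on low counts, 139.13, 125.05 and 95.03 matched on 3'UTR length and 125.67, 119.57 and 77.08 with all 3'UTRs of a gene. No alternative closed the gap. The observed number for the CPSF site, about 79 in Fig 8B, read by eye, is within 1.5 times the 116 found here but not the 127 found with all 3'UTRs of a gene.

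The paper states an enrichment of CPSF sites in the listed genes. Their number here was lower than the average of random lists with the longest 3'UTR, an excess of −0.93, and higher, 7.43, with all 3'UTRs of a gene (permutation p = 0.06). The paper's Fig 8 legend describes the 149 transcripts as common to the RIP-seq and microarray experiments. In S1 Table 6 of the 149 genes have a T value under 0, and 140 are not in that table. It lists only transcripts past the paper's array threshold. A gene absent from it may still have moved inversely to Cnot7 on the arrays, which were not analysed here.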

Other observations

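The tests of the precipitation without FLAG-CNOT7 in list form, of counting on the opposite strand over ribosomal protein genes and their coding exons, of the power at 2-fold and 8-fold, of the inverse correlation, of replicate 9 of each mutant, of genomic DNA as the source of most counts, of ribosomal protein genes among the most counted and of CNOT7 input replicate 10 in the list were chosen only after the results were seen; the tests of other splits of the libraries, of matched random lists, of all gene models, of genomic DNA in the libraries, of the median count without regard to strand and of the shared enrichment were not.

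The same genes tended to be higher in RIP than in input with and without FLAG-CNOT7. Of 68 such genes in CNOT7 cells, 44 were also higher in vector cells, which is consistent with an enrichment in the precipitate that does not need FLAG-CNOT7. The difference between CNOT7 RIP and its input was larger than in other splits of the same libraries: 1 of 100 splits drawn from 126 gave as many genes past the threshold, the real split itself, and 1 of the 16 splits that part every replicate pair as it does.

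Between CNOT7 and vector cells the real grouping did not stand out. As many genes at an unadjusted p under 0.05 were found in 94 of 100 splits for CNOT7 RIP against vector RIP, in 72 of 100 for the genes over both controls, in 72 of 100 for the ratio of RIP to input and in 95 of 100 for the inputs. Many of these splits keep replicate pairs together. Among the 16 splits that part every pair as the real one does, 9, 6, 4 and 10 gave as many. Too little depth to call an 8-fold change is argued against as the reason for finding 0 genes between the RIP groups (131 at an unadjusted p under 0.05), since 77% of genes seeded with that change were recovered in simulated counts. At 2-fold, where 0% were recovered, too little depth or the spread between replicates may be the reason. Among genes with a mean of 10 or more counts in the RIP libraries, 0% were recovered at 2-fold as well.

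The mutants, whose RIP-seq the paper does not report, gave 0 genes past the threshold in either direction. Against vector RIP, 440 genes were higher and 36 lower at an unadjusted p under 0.05 for D40A, 263 and 80 for E247A/Y260A, and 287 and 59 for M141R. As many were found in 23, 20 and 23 of 40 splits. Against CNOT7 RIP there were 320 higher and 28 lower, 165 and 61, and 194 and 64, reached in 33, 39 and 33 of 40 splits. Among the 16 splits that part every replicate pair, as many were found in 3 for D40A and 1, the real one, for E247A/Y260A against vector RIP, and in 7 for D40A and 7 for M141R against CNOT7 RIP. The median log2 fold change of all genes against vector RIP was 0.45 for D40A, 0.17 for E247A/Y260A and 0.19 for M141R, and against CNOT7 RIP 0.38, 0.13 and 0.15, so the higher and lower numbers are relative to a shifted centre. This shift and the excess of higher genes came with replicate 9 of each mutant. Without it, 88 genes were higher and 99 lower for D40A, 89 and 84 for E247A/Y260A and 76 and 104 for M141R against vector RIP, with medians of −0.02, −0.03 and −0.05. Against CNOT7 RIP there were 69 and 123, 69 and 82, and 54 and 120. With any other library of the mutant left out, more than 1.5 times as many genes were higher than lower against vector RIP. The numbers also fell without replicate 6 of the control, to 194 and 33, 143 and 55, and 147 and 63 against vector RIP and to 201 and 27, 95 and 44, and 102 and 65 against CNOT7 RIP. With only the groups compared in the fit they were 8 and 6, 4 and 3, and 1 and 4 against vector RIP and 11 and 2, 0 and 1, and 5 and 2 against CNOT7 RIP. The size of the excess also moved with the scaling. Against vector RIP, library size alone gave 425 and 26, 438 and 32, and 559 and 26. DESeq2 gave 262 and 22, 242 and 20, and 266 and 23. The fits without replicate 9 used TMM only. The excess is consistent with an influence of replicate 9 of each mutant.

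The inputs show whether listed genes fell with CNOT7 overexpression. There 0 genes changed (11 higher and 27 lower at an unadjusted p under 0.05). The excess of lower genes was not stable. It was 64 higher and 14 lower without vector input replicate 10, 14 and 66 without CNOT7 input replicate 10, and 39 and 45 with the replicate block. The 514 transcripts that the arrays place opposite to Cnot7 (113 tested) had a median log2 fold change of −0.08 between CNOT7 and vector input, at the 11.4th percentile of random lists (permutation p = 0.23, adjusted p = 0.31). The 293 genes of S4 Table (138 tested) were at −0.11, the 1.86th percentile (permutation p = 0.037, adjusted p = 0.057). The fall was clearer without the filter on low counts, at −0.12 for 441 of the transcripts (permutation p = 0.01, adjusted p = 0.014) and −0.19 for the 293 genes (permutation p = 0.0004, adjusted p = 0.00062). Over the alternatives with all libraries, the permutation p ranged from 0.0004 to 0.034 for the 293 genes, with 0.001 under DESeq2, and from 0.01 to 0.41 for the 514 transcripts. It depended on single libraries. The 293 genes were at −0.03 without vector input replicate 10 (permutation p = 0.26), −0.11 without CNOT7 input replicate 10 (0.36), −0.06 without CNOT7 input replicate 6 (0.32), −0.08 without vector input replicate 7 (0.096) and −0.12 without CNOT7 input replicate 9 (0.051). The 514 transcripts were at −0.15 without vector input replicate 6 (permutation p = 0.018), −0.13 without CNOT7 input replicate 8 (0.019), −0.11 without vector input replicate 9 (0.042), −0.12 without CNOT7 input replicate 9 (0.048) and −0.02 without vector input replicate 10 (0.41). Over 20 set tests, camera gave adjusted p = 0.873 and 0.249 and fry 0.787 and 0.478. In the RIP comparison the lists were at −0.01 and 0.00 (permutation p = 0.91 and 0.71, adjusted p = 0.91 and 0.75).

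The 149 listed genes were lower in CNOT7 input without exception, although 6 of them are in the array table with a T value under 0. A candidate explanation is that the inverse correlation was taken from the lysate libraries and not from the arrays. This would give both numbers but cannot be read from the paper's text. The array table holds only transcripts past a threshold, so the 6 do not decide it. CNOT7 input replicate 10 is argued against as the cause of the lower input counts. Without that library 146 of the 149 were still lower (at most 102 in matched random lists). Selection of genes with few counts on the RIP comparison alone is argued against as well. Random lists were matched on counts and chosen to be higher in CNOT7 RIP than in vector RIP. They had 79.95 genes lower in CNOT7 input on average and 103 at most. These lists were not chosen to be higher in CNOT7 RIP than in CNOT7 input, as the paper's list was. Chance selection through low CNOT7 input counts is therefore not excluded. Selection by the study on these libraries, and a response to CNOT7, both stay open.

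Abundant housekeeping genes had few counts. Over the 24 inputs together Actb had 298 counts and Gapdh 85, named after their values were seen. Counting on the strand opposite to the transcript is a candidate explanation. For 15 of 81 ribosomal protein genes an annotated model lies over their exons on the opposite strand, and 95.57% of the counts on these genes and models (94740 against 4388) fell on the models. By pairs it was less clear, with more counts on the model in 7 of 15. Over coding exons it was so in 3 of 3 pairs, too few to decide: Rpl22l1 (181 counts, 3535 on the model), Rpl23a (345 and 39976) and Rpl35 (117 and 33580), named after their values were seen. Over all gene models, the 6656 with exons on the opposite strand of another gene held 7145471 counts, 7.819 times the mean of length-matched models, whose highest sum in 1000 draws was 1807454. Of the 100 models with the most counts, 76 had such an overlap, against 25.1% of all models. Examples, chosen after their values were seen, are B2m with 297 counts and Patl2 opposite to it with 180673, and Ppib with 435 and Snx22 with 92137. Cnot7 itself had 2013 and Zdhhc2, opposite to it, 27640. Counting without regard to strand is argued against as the cause, since it would leave genes without such a model among the most counted. The 66 ribosomal protein genes without one had a median of 97.5 counts over the 24 inputs together, at the 78.1st percentile of genes, and 1 of them was among the 5% of genes with the most counts. Genomic DNA as the source of most counts would give models of equal length equal counts, and the sum of 7145471 argues against it. Whether genomic DNA adds a part is open. The models opposite to ribosomal protein genes had a median of 736 counts, but only 2 of these 17 are of the antisense type, so other antisense models are no measure for them. If reads were counted this way, many genes in the table, listed ones included, would carry the reads of a neighbour on the other strand. Genes with or without such a neighbour would also lack the reads of their own transcripts. No biological explanation was tested.

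In the annotation 9269 of 21006 genes (44.1%) hold the NRE, the CPSF site and the CPE in their longest 3'UTR.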
